# Long noncoding RNAs and metabolic memory associated with continued progression of diabetic retinopathy

**DOI:** 10.1111/1753-0407.70009

**Published:** 2024-11-18

**Authors:** Jay Kumar, Pooja Malaviya, Renu A. Kowluru

**Keywords:** diabetic retinopathy, long noncoding RNA, metabolic memory

## Abstract

Progression of diabetic retinopathy resists arrest even after institution of intensive glycemic control, suggesting a “metabolic memory” phenomenon, but the mechanism responsible for this phenomenon is still elusive. Gene expression and biological processes can also be regulated by long noncoding RNAs (LncRNAs), the RNAs with >200 nucleotides and no open reading frame for translation, and several LncRNAs are aberrantly expressed in diabetes. Our aim was to identify retinal LncRNAs that fail to reverse after termination of hyperglycemia. Microarray analysis was performed on retinal RNA from streptozotocin‐induced diabetic rats in poor glycemic control for 8 months, followed by in good glycemic control (blood glucose >400 mg/dL), or for 4 months, with four additional months of good glycemic control (blood glucose <150 mg/dL). Differentially expressed LncRNAs and mRNAs were identified through Volcano filtering, and their functions were predicted using gene ontology and pathway enrichment analyses. Compared with age‐matched normal rats, rats in continuous poor glycemic control had >1479 differentially expressed LncRNAs (710 downregulated, 769 upregulated), and among those, 511 common LncRNAs had similar expression in Diab and Rev groups (139 downregulated, 372 upregulated). Gene Ontology/pathway analysis identified limited LncRNAs in biological processes, but analysis based on biological processes/molecular function revealed >350 genes with similar expression in Diab and Rev groups; these genes were mainly associated with stress response, cell death, mitochondrial damage and cytokine production. Thus, identifying retinal LncRNAs and their gene targets that do not benefit from termination of hyperglycemia have potential to serve as therapeutic targets to slow down the progression of diabetic retinopathy.

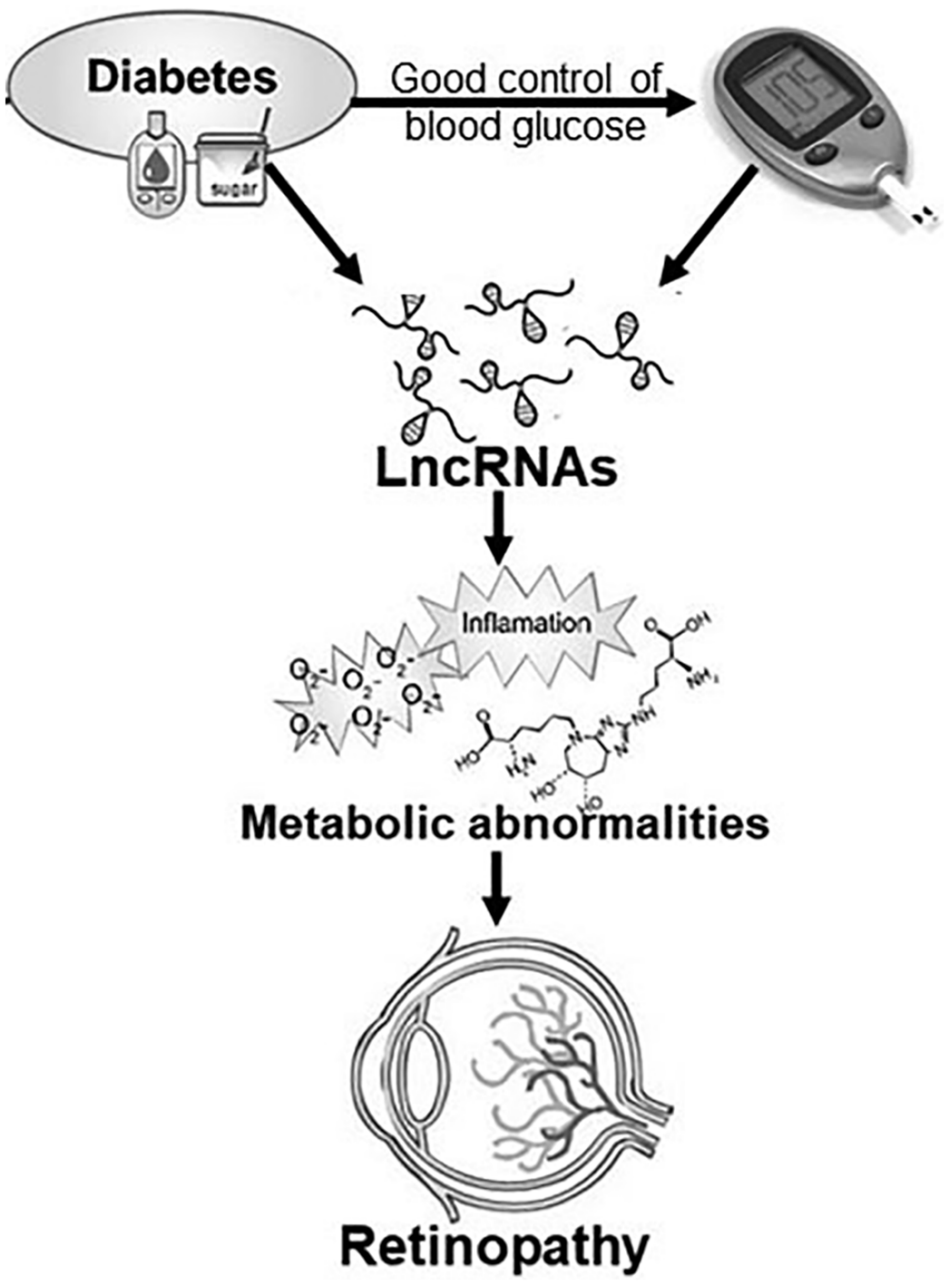

## 1 INTRODUCTION

Pivotal Diabetes Control and Complications Trial (DCCT) and the follow‐up Epidemiology of Diabetes Interventions and Complications (EDIC) study have shown that the clinical features of retinopathy in the conventional glycemic control patients continue to develop long after hyperglycemia termination.^1^ These trials have also documented that maintenance of an intensive control during the early stages of diabetes is critical because the benefits of such control persist beyond the period of its institution. But, the prior poor glycemic history also imprints its effects on diabetic retinopathy; even after achieving and maintaining intensive control for many years, the damage instilled by the prior poor glycemic control becomes difficult to undo.^2^ Retinopathy incidence among the patients with conventional glycemic control is higher even 26 years after DCCT termination, compared with those in intensive glycemic control,^3^ and the increased risk of diabetic complications including retinopathy has continued in the conventional glycemic control group despite reverting to better glycemic control, suggesting a “metabolic memory” phenomenon. However, the molecular mechanism of metabolic memory phenomenon remains elusive.

Metabolic memory is successfully duplicated in the experimental models of diabetic retinopathy; chemically induced dog model of diabetic retinopathy has shown no signs of retinal histopathology during their 30 months of poor glycemic control, but at the end of 30 months of good glycemic control, which has followed the 30 months of poor glycemic control, histopathology is clearly detectable in their retina.^4^ Similarly, in streptozotocin‐induced diabetic rats, histopathology continues to develop even after maintenance of good glycemic control, which has followed a period of poor glycemic control. However, if good glycemic control is instituted soon after induction of diabetes in rats, the retina is protected from such damage, clearly suggesting that the submicroscopic processes, which begin during the initial period of poor glycemic control, fail to halt.^5^, ^6^ Metabolic memory phenomenon can also be duplicated in isolated retinal capillary cells incubated in varying glucose concentrations.^7^, ^8^ The memory phenomenon is complex with many metabolic abnormalities and epigenetic modifications, initiated by the prior glycemic control, continue to damage the retinal vasculature,^6^, ^8^, ^9^, ^10^, ^11^, ^12^ making the exact mechanism(s) elusive.

Recent sequencing technologies have revealed that despite ~85% of the human genome being actively transcribed, only ~2% encodes proteins, and the noncoding RNAs are approximately four times more than the coding RNA sequences.^13^ These noncoding RNAs are not totally unfunctional; they can regulate gene expression at the transcriptional and posttranscriptional levels and are shown to have regulatory roles in many biological processes.^14^ Among these, long noncoding RNAs (LncRNAs) are the nonprotein coding sequence transcripts with >200 nucleotides but have no open reading frame for translation.^15^ Unlike association of microRNAs (miRNAs) with gene regulation,^16^ LncRNAs field is in its early stages and their exact number in the human genome is still not clear; one recent transcriptomic/bioinformatic study has put their numbers in the tens of thousands.^17^ Long noncoding RNAs serve many key regulatory roles including regulating the activity or localization of proteins and serving as organizational frameworks of subcellular structures. They can also be processed to yield small RNAs or can modulate processing of other RNAs.^14^, ^15^, ^17^ LncRNAs have been implicated in the diabetes and its complications, including in the development of diabetic retinopathy.^18^, ^19^, ^20^, ^21^ Several retinal LncRNAs including LncRNAs *MALAT1*, *MIAT1*, *ANRIL*, and *CytB* are aberrantly expressed in diabetes and are associated with the metabolic abnormalities implicated in the development of diabetic retinopathy including inflammation, oxidative stress and mitochondrial damage.^20^, ^21^, ^22^, ^23^ However, it is unclear if LncRNAs have any role in the metabolic memory phenomenon associated with the progression of diabetic retinopathy.

Our aim was to identify aberrantly expressed LncRNAs that fail to reverse back after hyperglycemia is terminated. Using experimental models of diabetic retinopathy‐ metabolic memory, LncRNA array was performed in the retina of rats in poor glycemic control for 8 months, or in poor control for 4 months, followed by good glycemic control for four additional months.

## 2 METHODS

### 2.1 Rats

Wistar rats (male, ~200 g body weight), made diabetic by streptozotocin (55 mg/kg body weight, intraperotoneally), either remained in poor glycemic control (blood glucose >400 mg/dL; Diab group) throughout the 8‐month duration (Diab group) or were maintained in poor control for 4 months, followed by good glycemic control (blood glucose<150 mg/dL) for 4 months (Rev group). Good glycemic control was maintained by administering insulin two times a day (total 5–7 IU/day).^5^, ^6^, ^9^ Age‐matched, normal, nondiabetic rats were used as controls (Norm group); each group had seven to nine animals, and they were sacrificed by carbon dioxide inhalation. Retinal RNA was isolated from four different animals in each group (Norm, Diab, and Rev). The experimental protocols were approved by Wayne State University's Animal Care and Use Committee, and the treatment of the animals followed the guidelines of the Association for Research in Vision and Ophthalmology Resolution with the Use of Animals in Research.

### 2.2 Retinal histopathology

The whole retina (isolated from the formalin‐fixed eyes) was incubated with 3% crude trypsin (Invitrogen‐Gibco, Grand Island, NY, USA) containing 200 mol/L sodium fluoride for 60–70 min at 37°C. After gently brushing away the neuroretinal tissue under a microscope, the clean vasculature was stained with periodic acid‐Schiff–hematoxylin, and acellular capillaries were counted by light microscopy.^24^

### 2.3 Isolation of RNA and its quality check

Total RNA was isolated using RNeasy Micro Kit (Qiagen, Valencia, CA, USA), following the manufacturer's protocol and was quantified by NanoDrop ND‐1000 spectrophotometer. The purity and the quality of the RNA were assessed quantifying the absorbance ratio of the values at 260 and 280 nm, and by standard denaturing agarose gel electrophoresis.^25^ Samples with 260:280 nm ratio of 1.8 or higher were further processed for microarray analysis.

### 2.4 Array hybridization and data analysis

Briefly, RNA (4 rats/group) was amplified and transcribed into fluorescent complimentary RNA (cRNA) along the entire length of the transcripts without 3′ bias utilizing a random priming method (Arraystar Flash RNA Labeling Kit, Arraystar, Rockville, MD). The labeled cRNA was purified and the concentrations and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured using NanoDrop ND‐1000 spectrophotometer. Labeled cRNA (1 μg) was fragmented in the fragmentation buffer (1 μL 25×) containing the blocking agent (5 μL 10×), and heated at 60°C for 30 min. The samples were diluted using 25 μL GE Hybridization buffer (2×), and the hybridization mixture (50 μL) was then transferred onto the gasket slide and assembled to the microarray slide. The labeled cRNA was hybridized in an Agilent hybridization oven at 65°C for 17 h onto the Rat LncRNA Array v3.0 (4 × 44 K, Arraystar); this allowed assessment of both LncRNA and messenger RNA (mRNA) on the same chip. 

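The array files hold 43217 spots each. The probe names sort 38620 probes into the LncRNA class or the mRNA class, with 1 spot per probe in both, and the number of probes in each class equals that stated for the array. Among the LncRNA probes, 5519 carry ASRNV names, 3855 carry ASRN6LNC1A names and 959 carry names that start with uc. The files do not pair the probe names of these 2 classes with gene names, and 0 of these probes could be matched to a gene symbol, so they are named by their IDs. A further 102 ASSPINKEIN probes, 32 CUST probes and 50 probes with A_ names lie outside both classes, and 30 of those with A_ names could be matched to a gene symbol.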

(Please note: Rat LncRNA Array v3.0 can detect ~10 333 LncRNAs and 28 287 coding transcripts). Hybridized samples were washed, fixed, and scanned using Agilent DNA Microarray Scanner G2505C, and the acquired images were analyzed by Agilent Feature Extraction software (version 11.0.1.1).

Quantile normalization and subsequent data processing was performed using the GeneSpring GX v12.1 software package (Agilent Technologies, Santa Clara, CA, USA). 

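The files hold the Feature Extraction flag for a spot well above background, and the Present and Marginal flags of GeneSpring were not analysed here. By the Feature Extraction flag, 9636 LncRNA probes (93.3%) and 27675 mRNA probes (97.8%) were well above background on at least 3 of the 12 arrays. On all 12 arrays, 7487 LncRNA probes and 25561 mRNA probes were. The less strict flag, positive and significant against background on at least 3 arrays, was met by 10237 LncRNA probes and 28164 mRNA probes.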

Values for the raw microarray signal intensity were normalized across the arrays as normalized intensities for the comparison of expression levels, and LncRNAs and mRNAs, at least three out of twelve samples with flags in Present or Marginal (“All Targets Value”), were chosen for further analysis. 

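Signal before normalization differed between the groups. The median processed signal over the LncRNA and mRNA probes ranged from 61.3 to 238 on the Norm arrays, from 304 to 408 on the Diab arrays and from 139.5 to 374 on the Rev arrays. Norm replicates 3 and 4 and Rev replicate 3 were the dimmest arrays. The share of LncRNA probes well above background was 74.4% to 87.6% on the Norm arrays, 91.4% to 94.0% on the Diab arrays and 89.9% to 92.3% on the Rev arrays. After quantile normalization, the first principal component held 40.2% of the variance. Its scores went with the log2 median signal over the 12 arrays (Pearson r = -0.919, permutation p = 0.00023; Spearman rho = -0.902, permutation p = 0.00016, both two-sided, the 1 relation computed). Without Norm replicates 3 and 4, the arrays farthest from the median signal, r was -0.920, and it was -0.909 between the deviations of the arrays from their group means. Each of the 3 groups lay on its own slide and scan, and 0 slides held arrays of more than 1 group, so that slide and group cannot be told apart. The residual SD (log2) over the probes was 0.63 on Rev replicate 3 and 0.24 to 0.38 on the other 11 arrays. No spot outside the control spots was saturated.

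**Figure D1:**
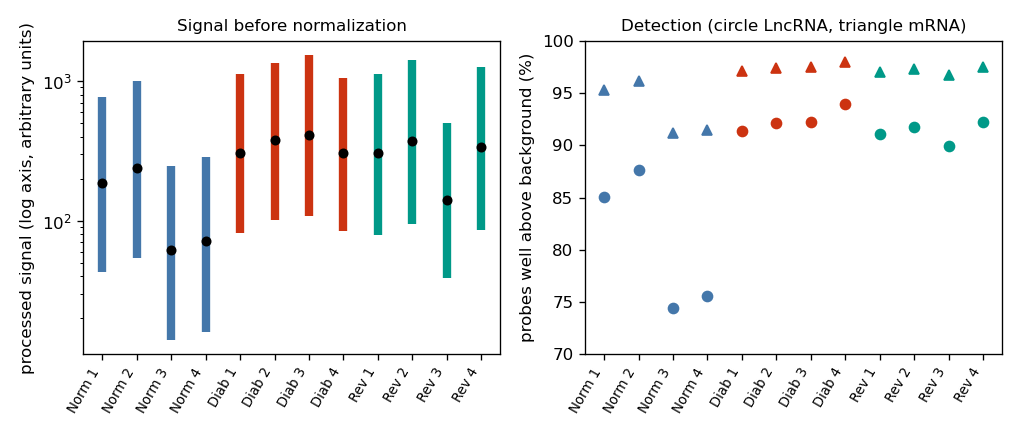
Left, processed signal before normalization for each of the 12 arrays on a log axis in arbitrary units, with the median as a point and the range from the 25th to the 75th percentile as a bar. Right, the percent of LncRNA probes (circles) and mRNA probes (triangles) well above background on each array, on an axis that starts at 70%; Norm replicates 3 and 4 are the lowest, at 74.4% and 75.5% of the LncRNA probes.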

Quality assessment of the microarray array data was done by plotting box plots to conveniently visualize the distributions of a dataset and Array QC reports, which included the QC metrics and statistics to evaluate the reproducibility and reliability of microarray data (data not included).

Differentially expressed LncRNAs and mRNAs with statistical significance, compared with normal control, were identified through fold change filtering between the two groups, and LncRNAs and mRNAs with statistically significant differences between the Norm and Diab, or the Norm and Rev groups, were identified through Volcano filtering by displaying fold change on the *x*‐axis and statistical significance on the *y*‐axis (represented as −log10 *p*‐values). Hierarchical cluster analysis of the top 50 downregulated and upregulated LncRNAs was performed using Heatmapper web server (http://www.heatmapper.ca/expression/).^26^

A group of downregulated and upregulated LncRNAs were validated by quantitative real‐time polymerase chain reaction (qRT‐PCR) and by semiquantitative PCR. TRIzol‐isolated RNA (2 μg) was used to synthesize cDNA using High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA). qRT‐PCR was performed in triplicate in a 7500 Fast Real‐Time PCR System (Applied Biosystems) using the SYBR™ Green PCR Master Mix (Applied Biosystems); Table 1 lists the primer sequences used to quantify LncRNA transcripts. The transcript expression was normalized by the candidate reference gene (β‐actin), and the fold change was calculated using the 2^−ΔΔCt^ method.^22^, ^23^, ^27^

**TABLE 1:** Primer sequence.

	Forward (5′‐3′)	Reverse (5′‐3′)
LncRNA		
*LOC100362486*	TCGCACCAGCAAGATGAGTT	ACTGCTTGGAACGGGCATTA
*Ankef1*	GGCAGACATGTTGGTCAAGC	GGCTACTATCAAGTAGGCAGCA
*Csnk1d*	CCTCATCTGATCTCACGGGC	CAGTAGGTGGTACGTCGTGG
*Ankle1*	CTTGCCTGTTGGATGCCCTA	AGCAGGTATACGCCCAATCG
*Gpr61*	CAACTTCTGGGTAGGCATTGGA	GGAGGCCAGTCCTTGTCTCAG
*Nprl3*	GCCTAATGGCATCACCCAGT	ACAGATGTCCTGGAAGGGGA
*Fancg*	TCGAGTGGCTGCTCTGATTA	AATCTTTTCAGAGTCTGGGCAT
*LOC100361265*	CATGATCAGGAGAGGGACGC	TTCTTGGGGTCATCCAAGCC
*Ccdc70*	TGATGTGACAATGTCCGCCT	CTGGAATGGTGGATGGCTGT
*Tchhl1*	GTCGAGGCTCCTGAGAGGTA	ATGTGGCTGAAGGAAGTCCC
*Efcab1*	CAGCAAAAACTACCGTGGGC	TGTGAGGAAGAATGCTGGTCT
*Slc7a6*	CACAGCCACCAAAGACCAGT	ACTACAAAGAGCAATGAGAGAGCA
*Prpf4b*	CTATCCGGATTCTTAGCGCGG	TTGAACTTCCCGACTTCTCCG
*Srsf2*	GGGCGTGTATTGGAGCAGAT	GCTACACAACTGCGCCTTTT
*LOC100911891*	CAGTGGTGGTTGTAACGGGA	CGCGAAATTTTGCTCCAGGT
*LOC100363520*	GCATTGTAGCTGAGACCCCT	CCAGCCCCTACTCCTCTACAA
*Ikbke*	AGAGAAGGCCTGTACCTCCC	TTCCCGGTCAGGTACCGTAG
*MALAT1*	AAGATGAGGGTGTTTACG	AAGCCTTCTGCCTTAGTT
*NEAT1*	GTCAGACACTGGATGGTGGG	GCAAGACAAGGTGTGGCAAG
*HOTAIR*	TTGGGACTAAAGGGAGCCGA	CAGTTCTCTCGGCTGGGTG
*Meg3*	GGACATCGAGGGACAAGCAA	GAGCAAAGGTTGAGGGGTCA
*CARL*	GTTAGTGGTGAGACCCGGTG	TCTCTGGCATCCATTTGTGCT
*CytB*	CGGAATGTTAGGCTGCGTTG	CCATTCTACGCTCCATCCCC
*ND5*	TGGGTGCAAATGTGGAGGAA	TGTGCTCTCACCCAAAACGA
*ND6*	ATCCCCGCAAACAATGACCA	TTGGGGTTGCGGCTATTTAT
mRNA		
*GPx2*	AAAGACAAGCTGCCCTACCC	TTCCAGGACACATCTGAGCG
*Opn5*	CGTTGACTGCGGTGACGATA	GGAATGATGCACTTCCCAAGC
*Fmo4*	AGCAACGGGCTTTTGTGTTG	TTTCGGTCTCAGAGCCTTGTC
*Cox19*	GTCGACCGCAATGAACTTCG	TCTTGTCGCGGAGACACTTC
*Fmc1*	CAAGGACAGGAAAATGGCGG	GTGCTCGGAAAGCCTTAACC
*Lox*	CAGCTACCTGGTGCCTGAAT	AGGTACTGCTTCATCCTTTGGG
*Emg1*	CTTCCGTACAGGTATCGCCA	CTGGTCGCAGCCATCTTGTA
*Mtch1*	CGACCAGAATCCAGGTTCCC	ACGAGCAGGAAGGGATAGGT
*Bag3*	CTGACTGCTCATCCTCGTCC	CCGGGTGATGTTCTGCTCAT
*YWHAB*	ACCACAAAAAGGTCCCGTGT	CTCTCCTTCAGCTAGGGGGT
*β‐Actin*	CCTCTATGCCAACACAGTGC	CATCGTACTCCTGCTTGCTG

Abbreviation: LncRNA, long noncoding RNA.

For semiquantitative PCR, 3 μL cDNA was mixed with 10 μL GoTaq® Green Master Mix (Cat. No. M712B, Promega, Madison, Wisconsin, USA), 5 μL nuclease‐free water, and 1 μL each of forward and reverse primers. The thermal cycling conditions included 95°C for 5 min, 35 cycles of 95°C for 30 s, 60°C for 1 min, 72°C for 1 min, and the final extension at 72°C for 5 min. PCR products were analyzed on a 2% agarose gel, and the band intensity of the products was quantified using Syngene InGenius3 Gel Imaging System (Fisher Scientific, Waltham, MA, USA). Relative expression of LncRNAs was calculated by normalizing the band intensities with that of β‐actin in each sample.

### 2.5 Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses

Gene ontology (GO), a bioinformatics tool to access information about gene product function using ontologies to represent biological knowledge, and pathway enrichment analyses, were performed to predict the functions of differentially expressed LncRNA and genes. GO analysis (http://geneontology.org/) was performed based on three integrated domains, GO‐biological process, molecular function and cellular component,^25^, ^28^ and the GOs common between the Norm and Diab, Norm and Rev, and Diab and Rev groups were identified.

Biological pathways associated with the differentially expressed mRNAs were determined using Kyoto Encyclopedia of Genes and Genomes (KEGG: www.genome.jp/kegg) enrichment analysis, a bioinformatics database which provides information on metabolic pathways, regulatory networks, and functional annotations of genes.^29^ The common KEGG pathways between the Norm and Diab, Norm and Rev, and Diab and Rev groups were identified. Hierarchical Clustering was performed to show the differentially expressed LncRNAs and mRNAs patterns among the samples.

### 2.6 Coding‐noncoding (mRNA–LncRNA) coexpression network

Differentially expressed LncRNAs and their targeted coding genes were identified by a coexpression network of mRNA–LncRNA using Cytoscape software (coding‐noncoding genes, CNC network, https://cytoscape.org/) to characterize correlation (negative and positive) between LncRNA and mRNA. Pearson correlation coefficient was calculated for each pair of differentially expressed mRNA and LncRNA, and coefficients equal or >0.995 were applied for the CNC network.^30^ The number of directly linked neighbors was used as the “degree”, and was considered as the most important measure of the centrality of a gene within a network and indicated its relative importance.

To further confirm LncRNA–mRNA coexpression, eight LncRNAs were selected from the list identified by microarray on the basis of their characterization and availability in the literature. Pearson correlation coefficient was calculated for each pair of differentially expressed mRNA and LncRNA, and coefficients equal or >0.995 were used for the CNC network. These LncRNAs were then analyzed for their coexpression with the mRNAs to build the coexpression network using Cytoscape software, and among those 10 mRNAs showing correlation with at least one of the LncRNAs were then selected for further analysis by qRT‐PCR using gene specific primers and β‐actin as a housekeeping gene (Table 1).

### 2.7 Statistical analysis

Statistical analyses were performed using Graph Pad Prism (San Diego, CA), and the results were expressed as mean ± SD. Significance of variance was analyzed using one‐way ANOVA, followed by post‐hoc analysis, and a *p* value <0.05 was considered as statistically significant.

## 3 RESULTS

### 3.1 Severity of hyperglycemia in rats and retinal histopathology

Compared with normal rats (Norm group), body weight of rats maintained in continuous poor control for 8 months (Diab group) was >30% lower, and glycated hemoglobin and urine output were twofold and approximately ninefold, respectively, higher (*p* < 0.05). Rats in the Rev group, during their poor control period had similar body weight, glycated hemoglobin, and urine output values as the rats in the Diab group (*p* > 0.05). However, four additional months of good glycemia in these rats resulted in the values that were not different from the normal rats (*p* > 0.05; Table 2). The number of degenerative capillaries in the retinal vasculature, a hallmark of diabetic retinopathy, in the Diab group was approximately threefold higher, compared with the Norm group, and in the Rev group, the values were similar to those in the Diab group (Figure 1, *p* > 0.05 vs. Diab).

**TABLE 2:** Severity of hyperglycemia in rats.

Group	Body weight (g)	Blood glucose (mg/dL)	GHb (%)	Urine Volume (mL/24 h)
Norm	575 ± 41	105 ± 26	5.6 ± 0.98	15 ± 6
Diab	380 ± 59*	475 ± 70*	10.3 ± 1.5*	125 ± 49*
Rev (PC → GC)	401 ± 34* → 539 ± 43	459 ± 61* → 139 ± 36	9.6 ± 1.1* → 5.9 ± 1.0	110 ± 37* → 25 ± 10

*Note*: Body weight and blood glucose were measured once every week, 24‐h urine output once every other week and glycated hemoglobin (GHb) every other month. Values obtained during the entire study are represented as mean ± SD from 6 to 7 rats/group.

Abbreviations: Diab, rats in continuous poor glycemic control for 8 months; Norm, normal control; Rev, rats in poor glycemic control (PC) for 4 months, followed by good glycemic control (GC) for four additional months.

* *p* < 0.05 versus Norm.

**FIGURE 1:**
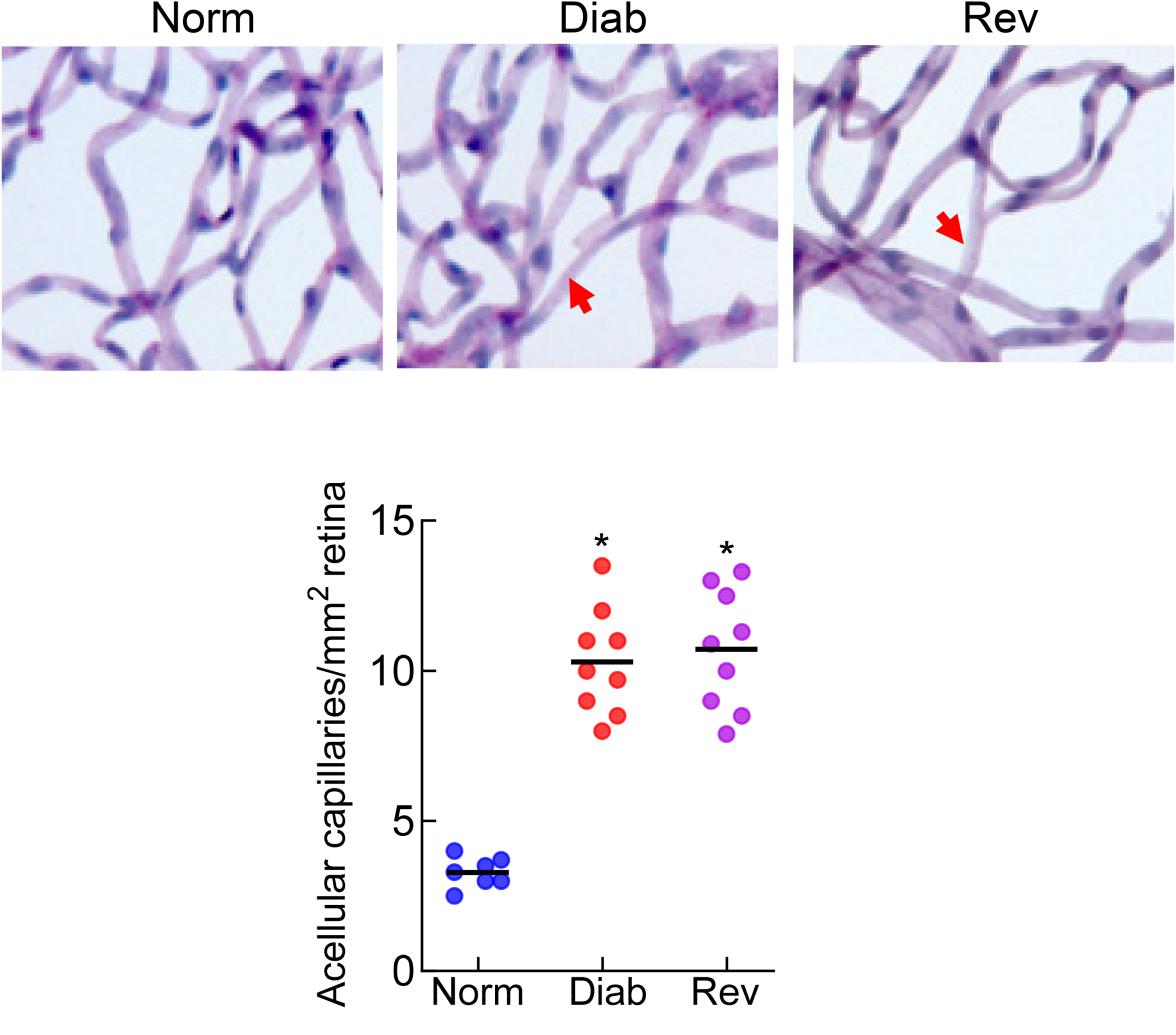
Reinstitution of good glycemic control in diabetic rats and retinal histopathology. Acellular (degenerative) capillaries were counted in the entire periodic acid‐Schiff–hematoxylin‐stained trypsin‐digested retinal microvasculature. The arrow indicates an acellular capillary. The values in the accompanying graph are mean ± SD from 7 to 9 rats in each group. Diab, rats in continuous poor glycemic control for 8 months; Norm, normal control rats; Rev, rats in poor glycemic control for 4 months, followed by good glycemic control for four additional months. *p < 0.05 versus Norm group.

### 3.2 Differentially expressed LncRNAs

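Retinal RNA of 4 rats in each of the Norm, Diab and Rev groups was labeled with Cy3 and hybridized to 12 arrays, 1 rat per array. A 1-colour array gives for each probe an intensity, which follows the amount of the transcript within a probe but does not compare amounts between probes. The processed signal in the deposited files has the background subtracted within each array by Feature Extraction and is not normalized between arrays. Here it was brought to log2, averaged over the spots of a probe and quantile normalized over all 12 arrays. Probes well above background on at least 3 arrays, with at least 2 unflagged arrays in each group, were tested with limma in 1 fit over the 3 groups, 9632 of them in the LncRNA class. The study criterion is a fold change of 2 or more in either direction with an unadjusted limma p under 0.05. Calls with a Benjamini-Hochberg adjusted limma p under 0.05, with no fold minimum, are given beside it. With 4 arrays in each group, the number of rats limits the precision, and the smallest two-sided exact permutation p for a single probe is 0.0286.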

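Between the Norm and Diab groups, 647 LncRNA probes (6.72% of those tested) were past the study criterion. The median of their computed fold changes was 2.39. It includes 140 higher and 4 lower probes that were not well above background on any array of the group with the lower signal. For these the fold change was not measured. An adjusted limma p under 0.05 was found for 1011 LncRNA probes, and 417 probes met both. An unadjusted p under 0.05 alone was found for 2865. Within the Norm group, the dim replicates 3 and 4 differed from replicates 1 and 2 by 635 LncRNA probes at the study criterion and 147 by adjusted p. The other halvings of the Norm arrays gave 112 and 120 at the study criterion and 0 by adjusted p. The count of 647 thus does not by itself measure the effect of diabetes. Among the alternatives, background correction with normexp gave 127 probes past the study criterion, which is the largest change as a ratio, and the minimum of 1.5-fold gave 1953, which is the largest as a difference.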

A total of 10 333 LncRNAs were identified by Arraystar, and based on >2‐fold change, a *p* value less than 0.05 and Hierarchical clustering, 1479 differentially expressed LncRNAs were identified between the Norm and Diab groups. 

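Of the LncRNA probes past the study criterion between the Norm and Diab groups, 175 were lower and 472 were higher in the Diab group. By adjusted limma p, 422 were lower and 589 were higher, but more were lower than higher under 4 of the 24 alternatives set beforehand: 904 and 713 with only the 2 groups compared, 670 and 405 with the unpaired test with equal variances, 313 and 293 with detection on all 12 arrays, and 1318 and 1052 without Rev replicate 3. Scaling each array to its 75th percentile in place of quantile normalization gave 61 lower and 1217 higher at the study criterion, and it moved the median log2 fold change of all LncRNA probes from -0.03 to 0.27. Of the 472 higher probes, 140 were not well above background on any Norm array, so that only a lower bound can be given for their fold changes. The lower probe ranked first by the rule for named probes was ASRN6LNC1A100002673V3 (limma, adjusted p = 0.0019). It was well above background on 2 of the 4 Norm arrays and on 0 Diab arrays. Its bound of 3.26-fold lower in the Diab group thus includes Norm signal near background and is not a strict lower bound. The higher probe ranked first was uc.433-, which was at least 1.02-fold higher (limma, adjusted p = 0.0061), with 0 Norm arrays and 4 Diab arrays well above background. Its rank rests on Norm signal below background, so its fold change was not measured. The next 2 higher probes by the rule were well above background on all Norm and Diab arrays and were 7.36-fold and 6.53-fold higher. Their standard errors were 0.71 and 0.34 log2 (limma, adjusted p = 0.0248 and 0.0011). The first of them ranged from 6.73 to 9.61 log2 over the Norm arrays alone, so its fold change is imprecise.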

Among the differentially expressed LncRNA, although, 710 were downregulated and 769 were upregulated in Diab groups. Between the Norm and Rev groups, 585 LncRNAs were differentially expressed, and among those, 158 were downregulated and 427 were upregulated. 

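In the re-analysed arrays, 293 LncRNA probes (3.04% of those tested) were past the study criterion between the Norm and Rev groups, 62 of them lower and 231 higher in the Rev group. The adjusted limma p was under 0.05 for 227 LncRNA probes, of which 74 were lower and 153 higher. Of the 231 higher probes, 118 were not well above background on any Norm array. Leaving out Rev replicate 3 raised the calls by adjusted p to 1235 and turned their balance around, with 839 lower and 396 higher, and leaving out Rev replicate 1 lowered them to 68. Leaving out the 3 dimmest arrays, chosen after seeing the results, also turned the balance, with 209 lower and 172 higher. Scaling to the 75th percentile gave 15 lower and 775 higher LncRNA probes at the study criterion.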

Between the Diab and Rev groups, 139 common LncRNAs were downregulated and 372 were upregulated, suggesting their importance in the metabolic memory phenomenon. 

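Counted as probes past the study criterion in both the Diab and the Rev group against the Norm group, in the same direction, 266 LncRNA probes were common, 54 of them lower and 212 higher. These are 41.1% of the Diab calls and 90.8% of the Rev calls, and the 2 lists shared 0 probes with opposite directions. The product of the shares of the 2 lists is 12.4 probes. Both comparisons use the same 4 Norm arrays, which by itself brings the 2 lists together. In 100 simulations of unchanged groups that share their controls, made from the residuals of the arrays, the common calls had a 95th percentile of 36.2 and a maximum of 131. These residuals hold no difference between slides, so the simulations do not bear on one. Across the 9632 probes, which are not independent replicates, the Diab and Rev changes had a correlation of 0.903, and 4 of the 100 simulations gave one as large. Among the 266 common probes, 0 were past the study criterion between the Diab and Rev groups, and the Diab change was the larger one in 76.7%. To compare the changes without shared arrays, 2 Norm arrays were compared with the Diab arrays and the other 2 with the Rev arrays, in all 6 ways. All Norm arrays lie on the same slide. A difference of that slide would still enter both changes in the same direction, and it stays open as a cause of the common calls. Over the LncRNA probes called for Diab, the slope of the Rev change on the Diab change had a mean of 0.517 (SD 0.170 over the 6 ways), and it was 0.180 with Norm replicates 3 and 4 set against the Diab arrays. With all 4 Norm arrays shared, the slope was 0.736. Choosing probes on the Diab change puts this slope under 1 even where nothing reversed, so by itself it does not measure the relative size of the Rev change. A reference for equal changes, chosen after seeing the data, took probes called on 2 Diab and 2 Norm arrays and regressed the change in the other 2 Diab arrays, against the other 2 Norm arrays, on theirs. Over 36 choices of arrays, which overlap, this slope had a mean of 0.591 (SD 0.138), and with the Rev arrays in place of the other 2 Diab arrays it had a mean of 0.475 (SD 0.143) and was the lower one in 35 of 36. All Diab arrays share a slide, and the Rev arrays lie on another. A difference of the Diab slide could raise the reference and not the Rev slope, so the lower Rev slope does not by itself show a smaller change. From the LncRNAs common to the Diab and Rev groups, the paper proposes that they are important in the metabolic memory phenomenon.

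**Figure D2:**
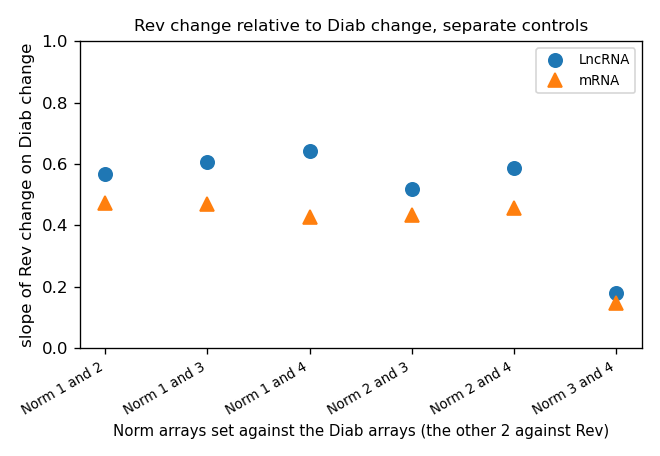
Slope of the Rev change on the Diab change among the probes called for Diab (vertical axis, no unit), for each choice of the 2 Norm arrays set against the Diab arrays (horizontal axis), with LncRNA probes as circles and mRNA probes as triangles. The slopes are lowest, at 0.180 for LncRNAs and 0.146 for mRNAs, where the dim Norm replicates 3 and 4 are set against the Diab arrays.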

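The number of LncRNA probes past a volcano filter changes with its fold minimum. With an unadjusted limma p under 0.05, a minimum of 1.5-fold gave 1953 LncRNA probes between the Norm and Diab groups and 984 between the Norm and Rev groups. A minimum of 3-fold gave 133 and 51. Directly between the Diab and Rev groups, 6 LncRNA probes were past the study criterion, 2 lower and 4 higher in the Diab group. Of 9632 LncRNA probes, 0 had an adjusted limma p under 0.05 between the Diab and Rev groups, and 142 had an unadjusted p under 0.05. The ordinary linear model left 1 probe past the study criterion, the unpaired test with equal variances left 0 and normexp left 2. Other alternatives raised the count: scaling to the 75th percentile gave 11, no detection filter 12 and replicate number as a block 13. Leaving out each array in turn gave 7 to 47.

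**Figure D3:**
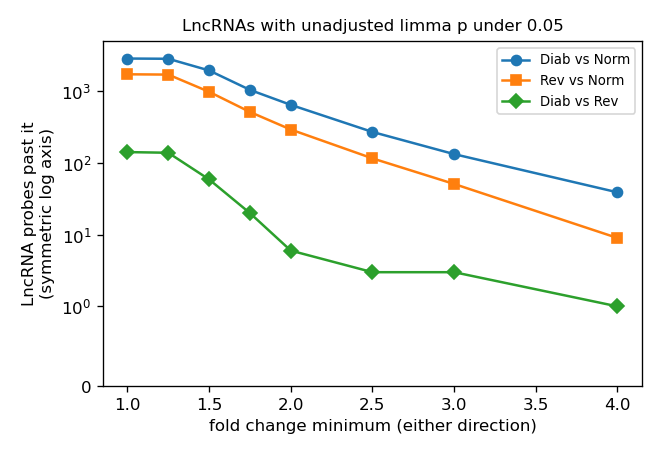
Number of LncRNA probes with an unadjusted limma p under 0.05 past each fold change minimum (horizontal axis, fold change in either direction), on a symmetric log axis, for the 3 comparisons between groups. At a minimum of 2 the counts are 647, 293 and 6.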

Figure 2A–C shows the volcano plots of differentially expressed LncRNAs between the Norm and Diab, Norm and Rev, and Diab and Rev groups, respectively. 

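Of the 50 names in the list of upregulated LncRNAs in Figure 3, 4 could be matched to probes, and of the 50 names in the list of downregulated LncRNAs 0 could. The 4 names are uc.298, uc.224, uc.247 and uc.243, and each has a probe for either strand, 8 probes in all. With 1 limma test per probe over all 9632 LncRNA probes, the uc.298- probe was higher in the Diab group than in the Norm group by a log2 fold change of 1.66 (standard error 0.36, adjusted p = 0.0158). The uc.247+ probe was higher by 1.68 (standard error 0.44, adjusted p = 0.0313), and the uc.224+ probe by 1.52 (standard error 0.40, adjusted p = 0.0334). The uc.243+ probe had a log2 fold change of 2.02 with a standard error of 0.74 and a limma adjusted p of 0.0939. With each of the 12 arrays left out in turn, uc.298- kept an adjusted p under 0.05 in all 12 fits, while uc.247+ lost it in 6 and uc.224+ in 5. But uc.298- and uc.224+ lost it with array brightness as a covariate and without the 3 dimmest arrays. Without those arrays uc.247+ lost it too. Both settings were chosen after seeing the results. In the Rev group the uc.247+ probe was higher than in the Norm group by 1.75 (limma, adjusted p = 0.0600). For the other 3 of these probes the Rev changes were smaller than the Diab changes: 0.97 for uc.298- (limma, adjusted p = 0.186), 0.81 for uc.224+ (limma, adjusted p = 0.319) and 0.66 for uc.243+ (limma, adjusted p = 0.700). Directly between the Diab and Rev groups, the limma adjusted p was 0.999 for each of these 3 probes. Their unadjusted limma p was 0.080 (uc.298-), 0.104 (uc.224+) and 0.090 (uc.243+), so a difference between the 2 changes was not shown. With single arrays left out, the Rev change of uc.243+ ran from 0.08 (without Rev replicate 2) to 1.42 (without Rev replicate 3). Of the opposite strand probes, uc.243- was higher in the Diab group by 0.77 (standard error 0.25, limma adjusted p = 0.0689), while uc.298+ and uc.224- had log2 fold changes of -0.29 and -0.30 in the Diab group, which were 0.16 and 0.049 after scaling to the 75th percentile. The uc.247- probe was well above background on 0 arrays and was not tested. Adjusted over the list alone, the p of uc.298- was 0.0040 and that of uc.247+ was 0.0058, but the study chose this list on these arrays, so this is not independent evidence.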

Heat maps of the downregulated, and of the upregulated, LncRNAs in the three experimental groups are presented in Figure 3A,B. Venn diagram showing mutually expressed downregulated and upregulated LncRNAs between the Norm and Diab, Norm and Rev, and Diab and Rev groups are presented in Figure 3C. The left panel depicts all of the LncRNAs identified in the three groups, and while the middle panel shows only the number of LncRNAs that were significantly downregulated compared to Norm group, the right panel shows upregulated LncRNAs.

**FIGURE 2:**
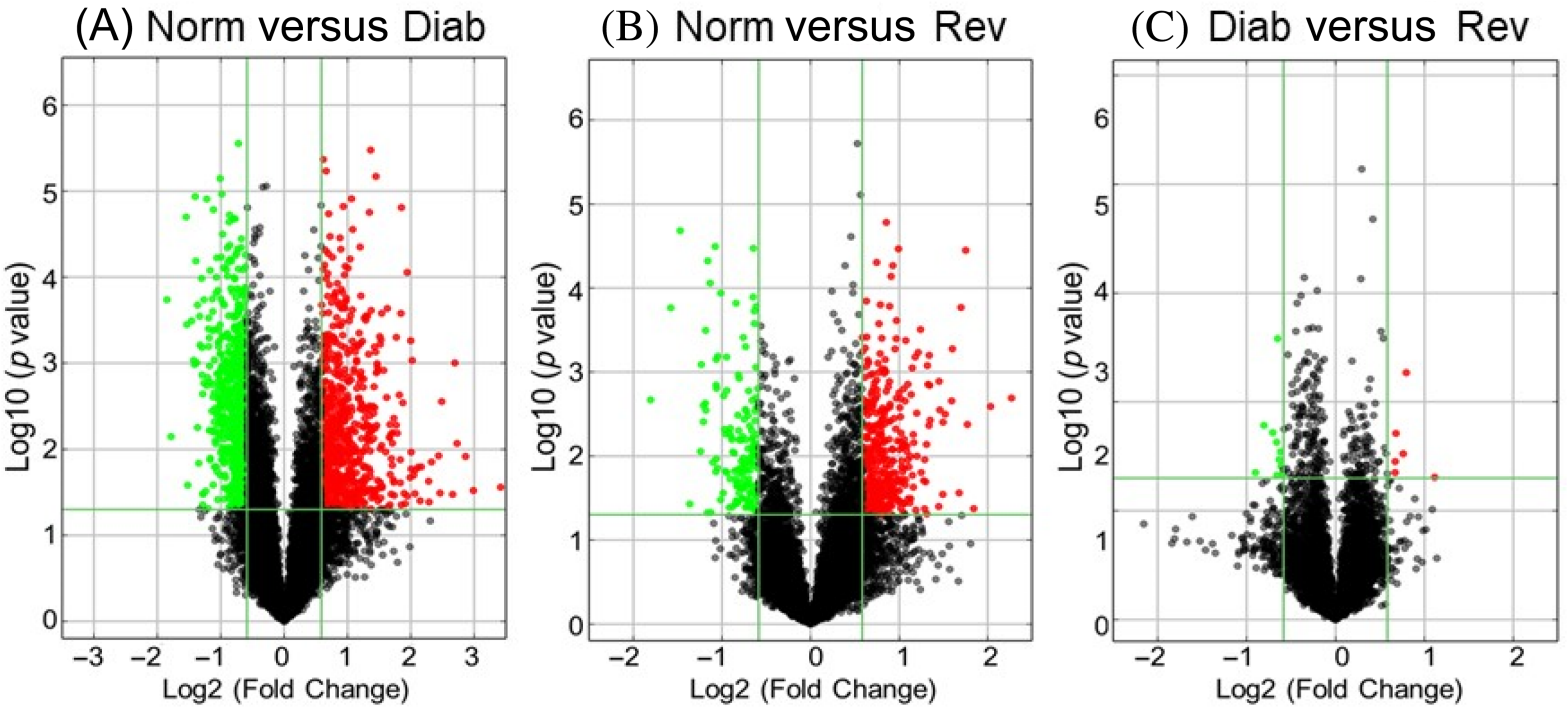
Retinal long noncoding RNAs (LncRNAs) microarray profiling and reversal of hyperglycemia. Representative Volcano plots illustrating differentially expressed LncRNAs between (A) normal control and in continuous poor glycemic control for 8 months (Diab group), (B) Norm group and in poor glycemic control for 4 months, followed by good glycemic control for four additional months (Rev group), and (C) Diab and Rev groups. Vertical lines correspond to more than twofold downregulation or upregulation, and the horizontal lines represent a value of *p* < 0.05.

**FIGURE 3:**
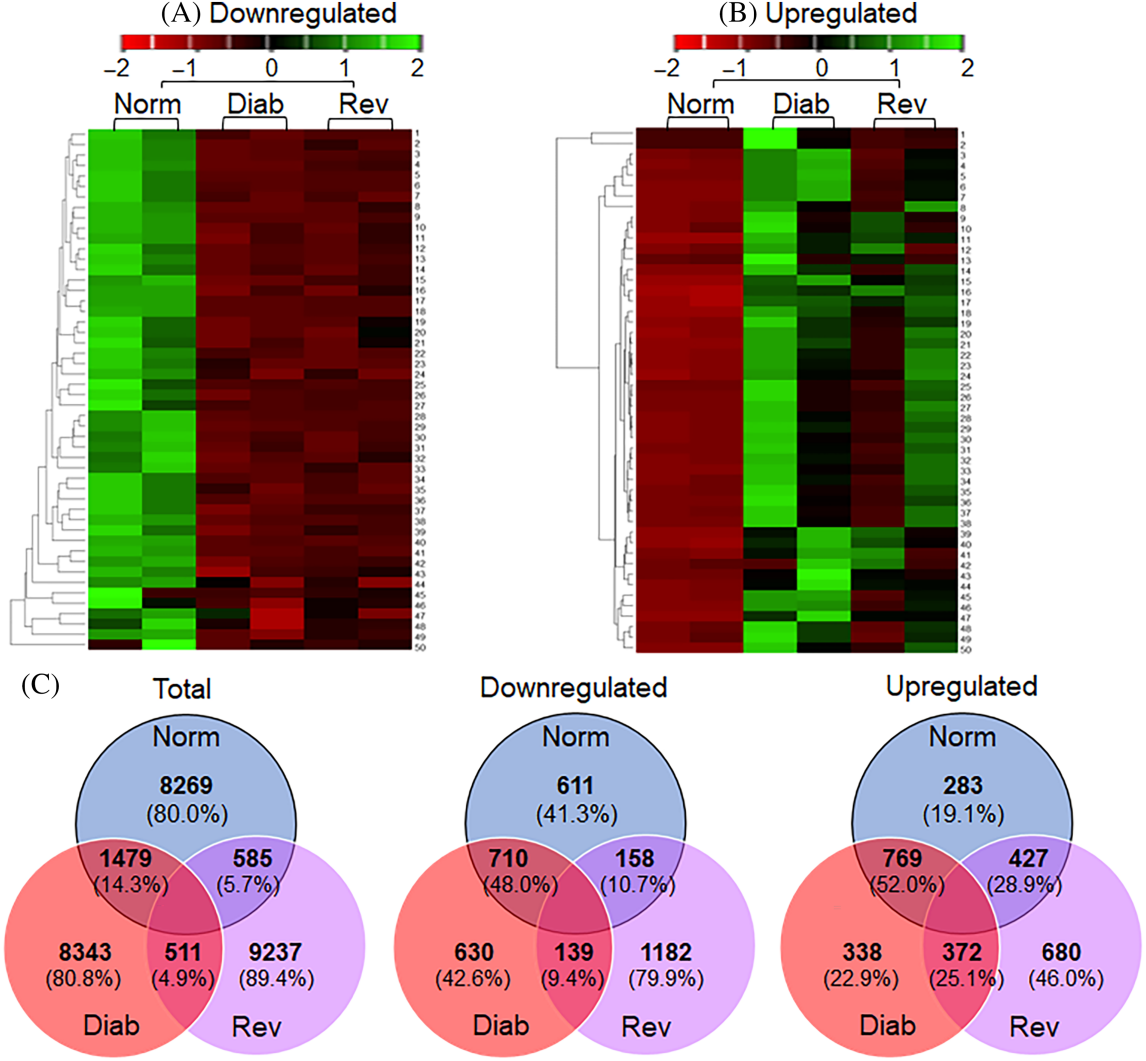
Heat maps representing expression profiles of differentially expressed long noncoding RNAs (LncRNAs). Representative heat maps from two rats in each group, generated from the hierarchical cluster analysis showing the expression profiling of top 50 retinal (A) downregulated LncRNAs (1‐Csnk1d, 2‐Ankef1, 3‐LOC102546306, 4‐ENSRNOG00000059416, 5‐ENSRNOG00000053967, 6‐ENSRNOG00000055794, 7‐ENSRNOG00000061604, 8‐LOC102550778, 9‐LOC102549422, 10‐LOC103691014, 11‐LOC102555927, 12‐LOC102546437, 13‐ENSRNOG00000004900, 14‐LOC102553204, 15‐Slfn4, 16‐LOC102548149, 17‐ENSRNOG00000051329, 18‐LOC103691740, 19‐ENSRNOG00000055811, 20‐LOC102550778, 21‐LOC102546999, 22‐Ankle1, 23‐Gapdh‐ps1, 24‐LOC103694005, 25‐ENSRNOG00000053156, 26‐LOC102554852, 27‐LOC103692120, 28‐ENSRNOG00000053062, 29‐ENSRNOG00000018191, 30‐LOC102554566, 31‐LOC103691745, 32‐LOC102556677, 33‐LOC102551010, 34‐LOC102548573, 35‐ENSRNOG00000057973, 36‐LOC102553583, 37‐ENSRNOG00000059467, 38‐LOC102546336, 39‐LOC103694189, 40‐LOC102552701, 41‐LOC102550026, 42‐ENSRNOG00000058323, 43‐LOC102546992, 44‐LOC102550324, 45‐LOC102549385, 46‐LOC102546527, 47‐LOC102555980, 48‐LOC103692978, 49‐LOC100362486, and 50‐LOC103693482) and (B) upregulated LncRNAs (1‐LOC103691123, 2‐LOC102553726, 3‐Efcab1, 4‐LOC100912209, 5‐LOC100912209, 6‐ENSRNOG00000060152, 7‐Tchhl1, 8‐ENSRNOG00000050090, 9‐uc.298, 10‐LOC102547518, 11‐LOC102552912, 12‐ENSRNOG00000010676, 13‐Prpf4b, 14‐ENSRNOG00000061342, 15‐ENSRNOG00000061365, 16‐LOC102555442, 17‐ENSRNOG00000053302, 18‐ENSRNOG00000056575, 19‐ENSRNOG00000062118, 20‐LOC102553769, 21‐LOC102547871, 22‐LOC102553769, 23‐LOC103694026, 24‐LOC102553522, 25‐ENSRNOG00000054077, 26‐ENSRNOG00000055686, 27‐LOC102548125, 28‐LOC102553486, 29‐ENSRNOG00000051834, 30‐LOC102553612, 31‐Slc7a6, 32‐ENSRNOG00000017045, 33‐ENSRNOG00000060101, 34‐LOC103693073, 35‐LOC102555506, 36‐LOC102549835, 37‐LOC102557424, 38‐ENSRNOG00000058192, 39‐LOC102550786, 40‐ENSRNOG00000028856, 41‐uc.224, 42‐uc.247, 43‐LOC103692927, 44‐ENSRNOG00000059384, 45‐ENSRNOG00000053021, 46‐uc.243, 47‐LOC103691428, 48‐LOC102554555, 49‐LOC102548736, and 50‐LOC103691846) in Norm, Diab and Rev groups. The color scale on the top illustrates the *Z*‐score to represent the relative expression of LncRNAs; red indicating relatively “low” and green relatively “high” expression, compared with Norm group. (C) Venn diagrams demonstrating mutually expressed total, downregulated and upregulated retinal LncRNAs in Norm, Diab, and Rev groups. Diab, continuous poor glycemic control for 8 months; Norm, normal control; Rev, poor glycemic control for 4 months, followed by good glycemic control for four additional months.

A group of top differentially expressed LncRNAs that have been shown to play a role in various metabolic functions^31^ were further validated by qRT‐PCR and semiquantitative PCR (Table S1 presents details about these LncRNAs). The nine LncRNAs, downregulated in both in the Diab and Rev groups, compared with the Norm group, identified by microarray analysis, were confirmed as downregulated by both qRT‐PCR and semiquantitative PCR analyses (Figure 4A,B). In the Rev group, other than Lnc*LOC100362486*, which remained unchanged, rest of the same eight LncRNAs were downregulated, as confirmed by the PCR analyses. Among the eight upregulated LncRNAs identified by Array analysis, PCR analyses (quantitative and semiquantitative) showed downregulation (or no change) of Lnc*Slc7a6* in both Diab and Rev groups, and while upregulation of Lnc*Prpf4b* in Rev group, its downregulation in Diab group (Figure 4C,D).

**FIGURE 4:**
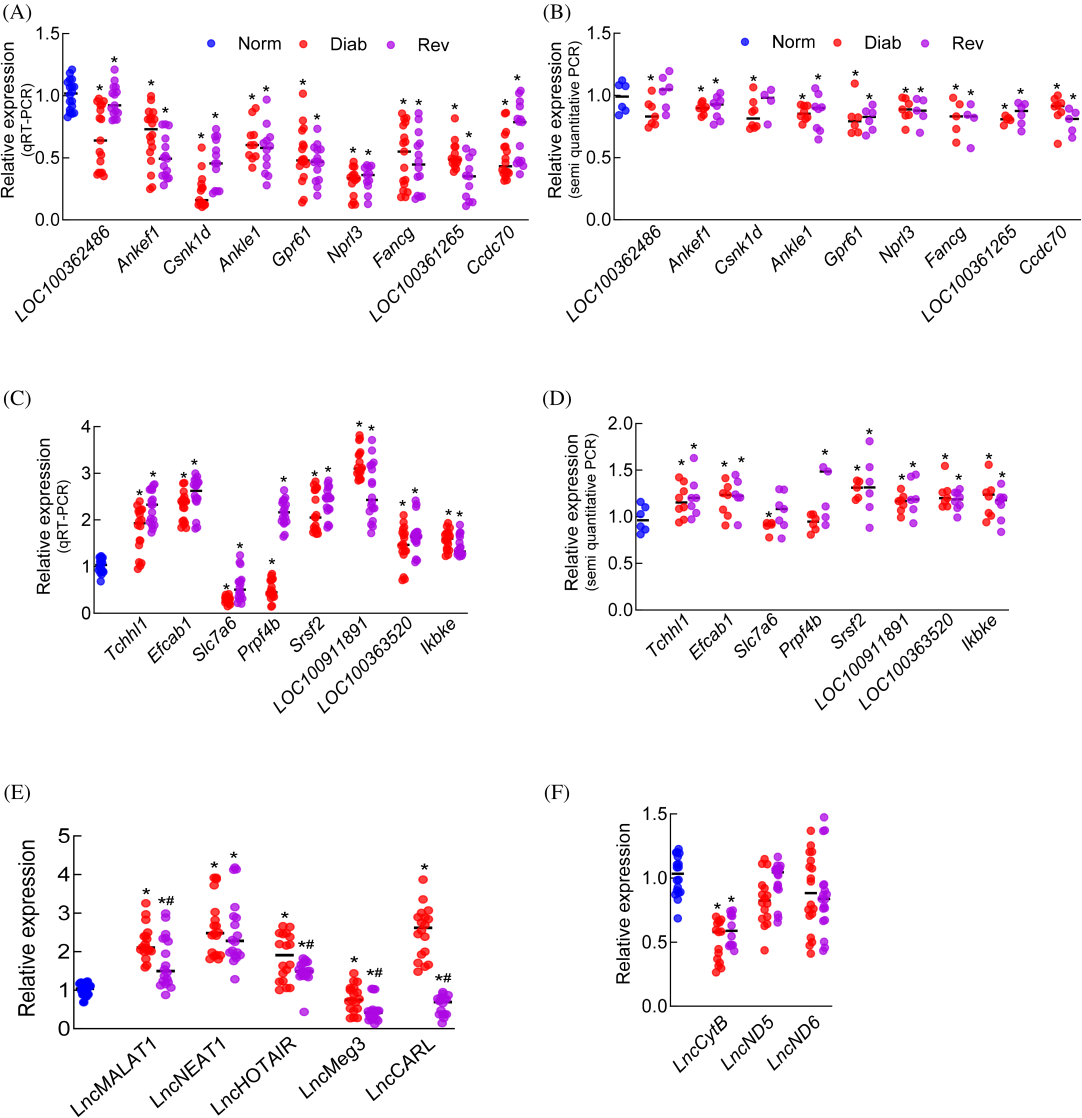
Validation of relative expression of differentially expressed long noncoding RNAs (LncRNAs). (A and B) Downregulated and (C and D) upregulated LncRNAs, validated by quantitative real‐time polymerase chain reaction (qRT‐PCR) and semiquantitative PCR. Expression of the known LncRNAs implicated in diabetic retinopathy, encoded by (E) nuclear genome and (F) mitochondrial genome. Values are mean ± SD from 6 to 7 rats/group, with each measurement made in triplicate. Blue denotes normal control rats; red, rats in continuous poor glycemic control; and purple, rats in poor glycemic control for 4 months, followed by good glycemic control for four additional months. *p < 0.05 versus Norm group.

To further validate, LncRNAs implicated in the pathogenesis of diabetic retinopathy^20^, ^21^ were also quantified by qRT‐PCR. Compared with Norm, in Diab and Rev groups, LncRNAs *MALAT1*, *NEAT1*, and *HOTAIR* were upregulated and Lnc*Meg3* was downregulated. However, while Lnc*CARL* was significantly upregulated in Diab group, it was downregulated in Rev group (Figure 4E).

Although LncRNAs are mainly encoded by nuclear genome, mitochondrial DNA (mtDNA) also encodes three major LncRNAs, Lnc*CytB*, Lnc*ND5* and Lnc*ND6*.^32^ The effect of reversal of hyperglycemia on mtDNA‐encoded LncRNAs was also quantified using strand‐specific PCR. As expected,^23^ compared with the Norm group, Lnc*CytB* expression was downregulated in the Diab group (*p* < 0.05), and Lnc*ND5* and Lnc*ND6* were unchanged. Consistent with the Diab group, Lnc*CytB* was the only mtDNA‐encoded LncRNA downregulated in the Rev group (Figure 4F).

### 3.3 Regulatory role(s) of LncRNAs by pathway and GO analysis

LncRNAs regulate genes that are in their close proximity and also interact with chromatin at many different locations modifying the gene expression.^14^, ^15^ To understand the functional role of LncRNAs in the metabolic memory phenomenon, GO and pathway analyses of LncRNAs and mRNAs were performed. Since overall characterization of LncRNAs is poor, using GO resources.

GO analysis demonstrated involvement of few LncRNA in a limited number of biological processes; in the Diab group, only 12 biological processes could be associated with the 710 downregulated LncRNAs and 27 with the 769 upregulated LncRNAs. In the Rev group, 13 biological processes had some association with the 158 downregulated LncRNAs and nine with the 427 upregulated LncRNAs. However, between the Diab and Rev groups, we could not identify any biological process for the 10 downregulated LncRNAs, and only one, associated with immune system processes, was identified for the six upregulated LncRNAs (Figure 5).

**FIGURE 5:**
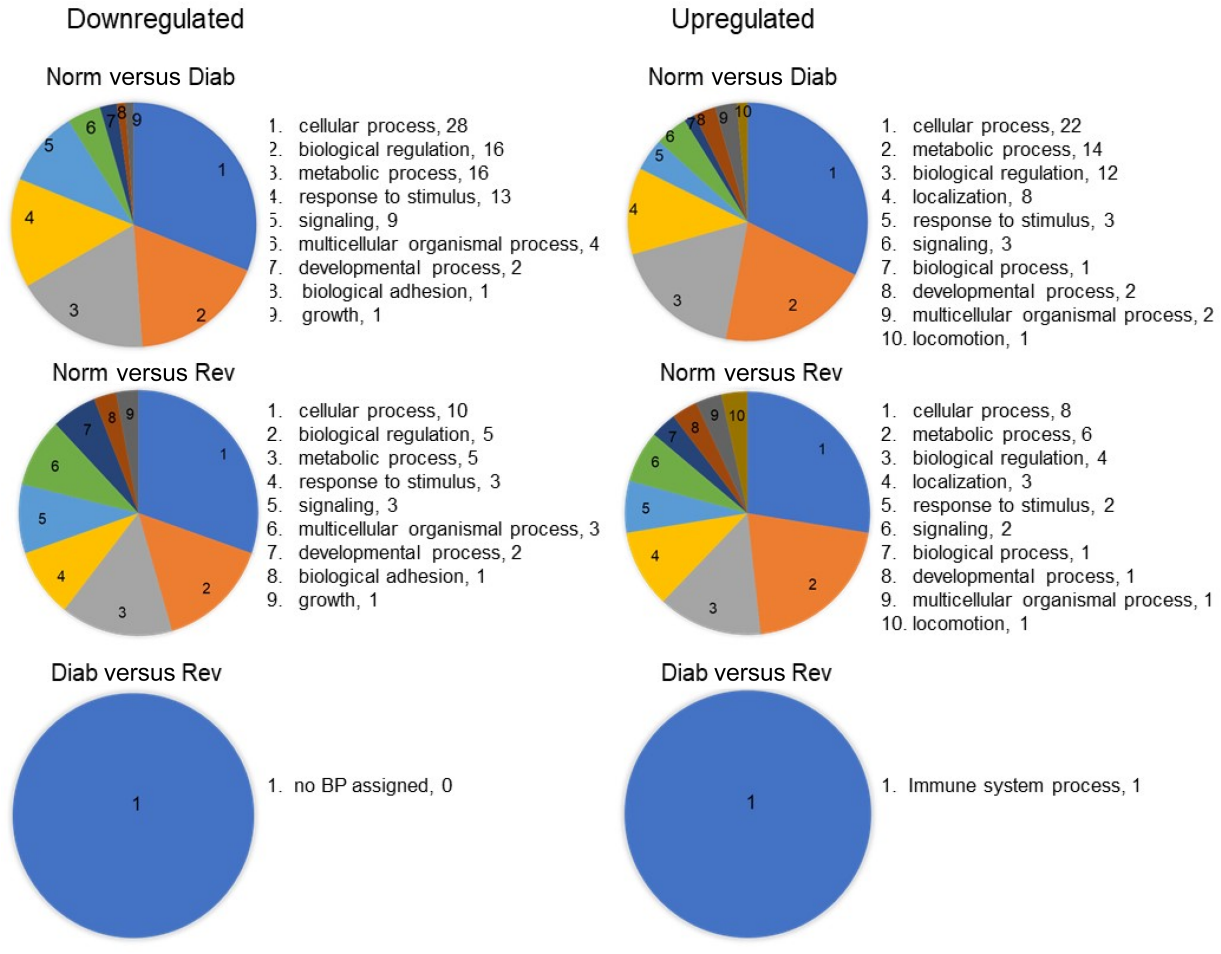
Pie charts showing gene ontology biological process (BP) associated with the function of the downregulated and the upregulated LncRNAs between the Norm versus Diab, Norm versus Rev, and Diab versus Rev groups. Diab, rats in continuous poor glycemic control for 8 months; Norm, normal control rats; Rev, rats in poor glycemic control for 4 months, followed by good glycemic control for four additional months.

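In the mRNA class, 27662 probes were tested in the same way. Between the Norm and Diab groups, 1172 mRNA probes (4.24%) were past the study criterion, 230 lower and 942 higher in the Diab group. By adjusted limma p, there were 1510, of which 636 were lower and 874 higher, but under 4 of the 24 alternatives set beforehand more were lower: 2119 against 1432 with only the 2 groups compared, 1491 against 760 with the unpaired test with equal variances, 1408 against 1394 with replicate number as a block, and 3395 against 2284 without Rev replicate 3. Leaving out the 3 dimmest arrays, chosen after seeing the results, also turned the balance, with 801 lower and 747 higher. By unadjusted p alone, 3919 were lower and 3381 higher. Within the Norm group, the dim replicates 3 and 4 differed from replicates 1 and 2 by 1065 mRNA probes at the study criterion and 24 by adjusted p. The other halvings of the Norm arrays gave 112 and 116 at the study criterion. Of the 942 higher probes, 96 were not well above background on any Norm array. Between the Norm and Rev groups, 341 mRNA probes were past the study criterion, 50 lower and 291 higher in the Rev group, and 101 had an adjusted limma p under 0.05. Of these 101, 17 were lower and 84 higher. Without Rev replicate 3 they became 2440, of which 1703 were lower and 737 higher, and without Norm replicate 4 they became 6. Among the alternatives set beforehand, a minimum of 1.5-fold moved the Diab count at the study criterion most, to 4443. Scaling to the 75th percentile gave 209 lower and 1924 higher in the Diab group and 19 lower and 848 higher in the Rev group. Directly between the Diab and Rev groups, 140 mRNA probes were past the study criterion, 8 lower and 132 higher in the Diab group, while 0 had an adjusted limma p under 0.05 and 494 had an unadjusted p under 0.05. The ordinary linear model gave 82 and the unpaired test with equal variances gave 19 at the study criterion. Leaving out each array in turn gave 68 (without Diab replicate 3) to 284 (without Diab replicate 1). The named higher probe ASRN6AP1B101014078V3 had a log2 fold change of 5.16 in the Diab group (standard error 0.87, limma adjusted p = 0.0115), with an SD of 2.23 between the Diab rats. The named lower probe ASRN6AP1B100086048V3 had a log2 fold change of -2.16 (standard error 0.29, limma adjusted p = 0.0054) but was well above background on only 1 Norm array and 1 Diab array, so that this mostly compares signals near background and its fold change was not measured.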

Compared with 10, 333 LncRNAs, the Arraystar method identified 27, 346 mRNAs, and among those, 3566 mRNAs were differentially expressed between the Norm and Diab groups (1806 downregulated and 1760 were upregulated) and 1088 between the Norm and Rev groups (349 downregulated and 739 were upregulated). 

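Past the study criterion in both groups against the Norm group and in the same direction, 295 mRNA probes were common, 31 lower and 264 higher. The product of the shares of both lists is 10.3 probes. In the 100 simulations of unchanged groups that share controls, the 95th percentile was 135 and 1 simulation gave as many common calls or more. Of the common mRNA probes, 11 were past the study criterion between the Diab and Rev groups. With separate Norm arrays for both comparisons, the slope of the Rev change on the Diab change over the mRNA probes called for Diab had a mean of 0.401 (SD 0.126 over the 6 ways of dividing the Norm arrays). These Norm arrays still share their slide, so a difference of that slide stays open here as well. In the reference for equal changes, chosen after seeing the data, the other 2 Diab arrays gave a mean slope of 0.579 (SD 0.148) and the Rev arrays one of 0.367 (SD 0.116), lower in all 36 overlapping choices. The Diab arrays share a slide that the Rev arrays do not, so a difference of that slide could also bring this about.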

Further analysis identified 1060 common mRNAs that were differentially expressed in both the Diab and Rev groups, and among those, 303 were downregulated and 657 were upregulated (Figure 6A–C). GO analysis based on biological processes using all of the differentially expressed mRNA identified 2412 biological processes with differential regulation in the Diab group, compared with the Norm group, and among those, 1047 were downregulated and 1365 were upregulated. Between the Norm and Rev groups, 668 biological processes showed differential expression with 361 downregulated and 307 upregulated. Interestingly, 368 biological processes were common in the Diab and Rev groups including 165 downregulated and 203 upregulated. These biological processes are mainly associated, and implicated, in cell–cell signaling, cell proliferation, tube development, stress response, mitochondrial damage, cell death, and cytokine production. However, 514 biological processes were different between the Diab and Rev groups including 372 downregulated and 142 upregulated (Figure 6D).

**FIGURE 6:**
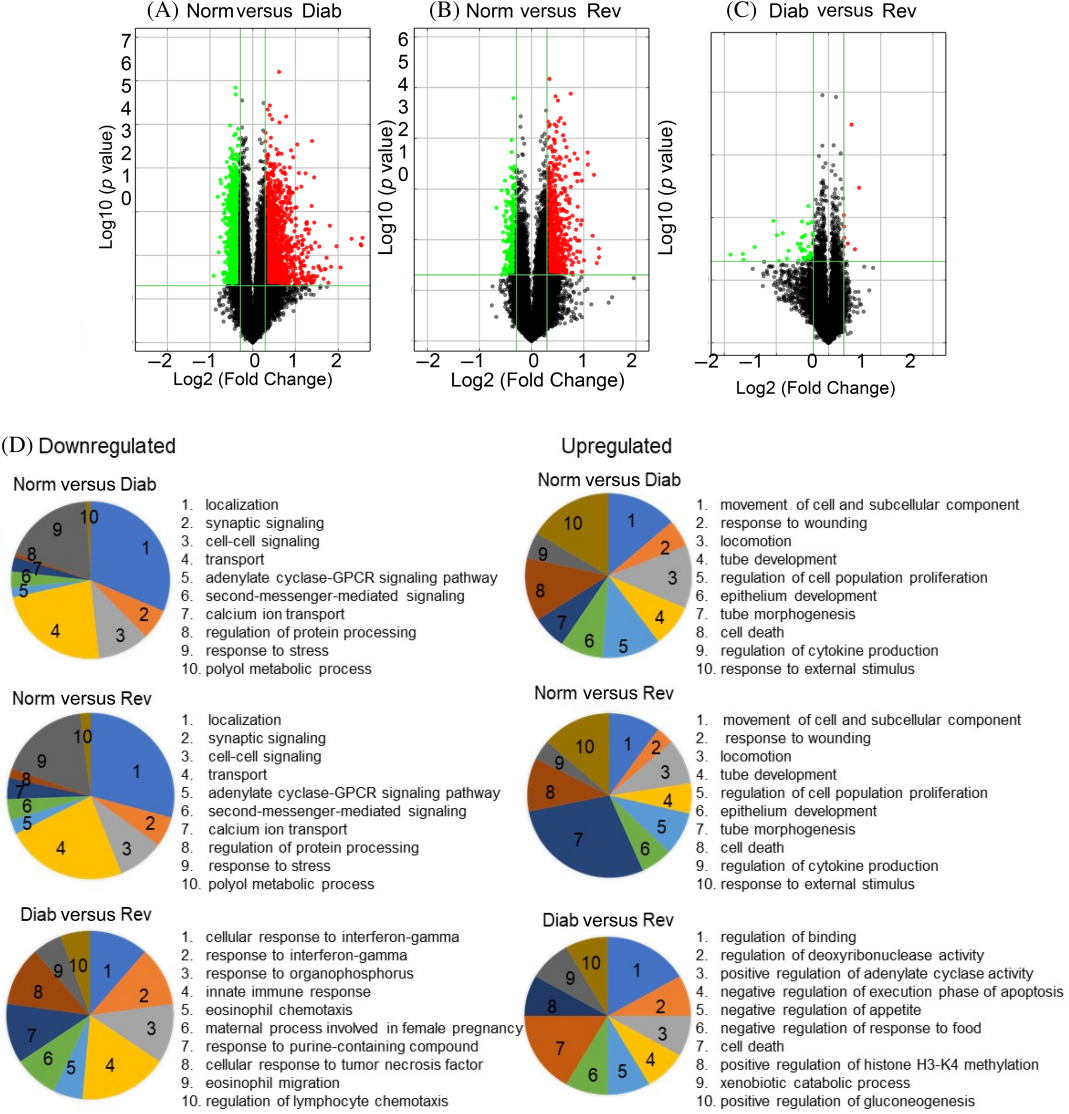
Profiling of mRNAs and reversal of hyperglycemia. (A–C) show representative Volcano plots between the Norm and Diab, Norm and Rev, and Diab and Rev groups, respectively. (D) Gene ontology biological process classification of differentially expressed mRNAs. Pie charts for the top 10 gene ontology terms associated with gene function of the downregulated and the upregulated mRNAs in the Norm versus Diab, Norm versus Rev, and Diab versus Rev groups. Top biological processes were selected according to the enrichment score in the decreasing order.

Although KEGG pathway analysis demonstrated involvement of a few LncRNAs in the biological pathways (Figure S2), analysis of differentially expressed mRNA, however, identified 90 pathways between the Norm and Diab groups (52 downregulated and 38 upregulated), and 38 pathways between the Norm and Rev groups (22 downregulated and 16 upregulated). Among those pathways, 22 common pathways were determined between the Diab and Rev groups, which included 12 downregulated and 10 upregulated. Interestingly, 14 pathways (13 downregulated and 1 upregulated), that were not identified as common in the Norm and Diab or the Norm and Rev groups, were also identified as common pathways between the Diab and Rev groups (Figure 7A,B). These pathways are mainly associated with Ras signaling, cyclic adenosine monophosphate (cAMP) signaling, retinol metabolism, apoptosis, glycerolipid metabolism, protein digestion, and coagulation cascades.^33^

**FIGURE 7:**
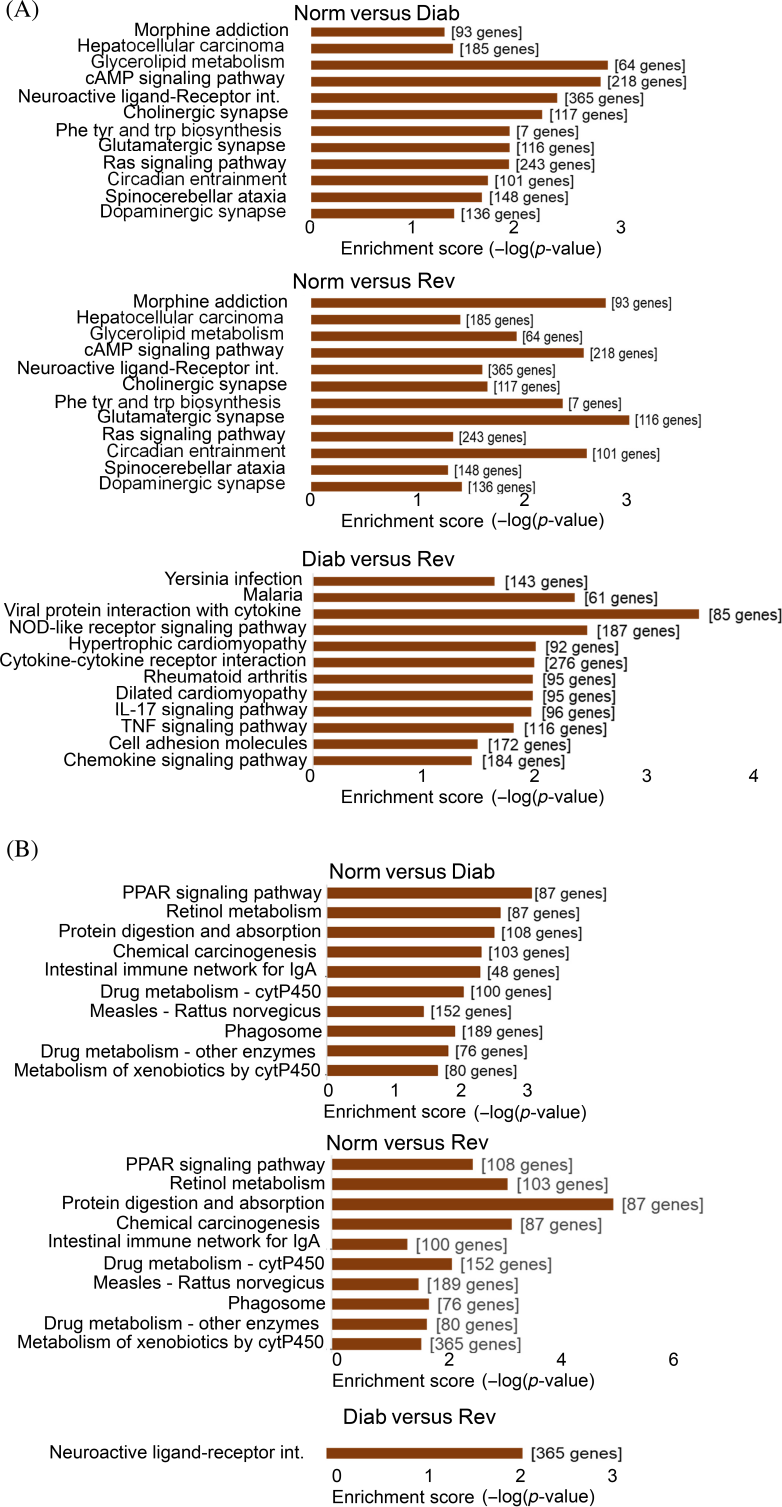
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis of differentially expressed genes. KEGG pathways corresponding to the retinal mRNAs (A) downregulated and (B) upregulated, in rats maintained in continuous poor glycemic control for 8 months (Diab group), rats maintained in good glycemic control for 4 months after 4 months of poor glycemic control (Rev group), compared with normal control rats (Norm group), and the Diab and Rev groups. Top KEGG pathways were selected according to the enrichment score in the decreasing order.

### 3.4 LncRNA–mRNA coexpression network

Interactions among the differentially expressed 51 LncRNAs (*p* < 0.01 vs. the Norm group), and 50 differentially expressed mRNAs (implicated in various metabolic abnormalities implicated in diabetic retinopathy including oxidative stress, mitochondrial function and cell division), a coexpression network was constructed. Figure S2 shows the entire coexpression network profile consisting of 101 network nodes, 731 connections among 50 differentially expressed mRNAs (orange node) and 51 differentially expressed LncRNAs (blue node). Among the selected mRNA and LncRNAs, 731 interactions, including 393 positive (solid line) and 338 negative correlations (equal dash line), were identified, and analysis between the Norm and Diab groups and the Norm and Rev groups demonstrated coexpression of the similar selected mRNA with LncRNAs (Figure S2).

LncRNA–mRNA coexpression was further confirmed in selected eight common LncRNAs from the list showing significantly different expression in both the Diab and Rev groups (*p* < 0.05 vs Norm). As identified by the microarray analysis and LncRNA‐mRNA network, LncRNA *Slc7a6* was correlated with 22 mRNAs, *Prpf4b* with five, *Srsf2* with 19, *Csnk1d* with 25, *Gpr61* with four, *Nprl3* with 15, *Fancg* with 28, and *Ccdc70* with 26 mRNAs (Figure 8A). qRT‐PCR analysis of 10 of the randomly selected mRNAs showing coexpression with these LncRNAs produced similar downregulation or upregulation pattern in the Diab and Rev groups (Figure 8B).

**FIGURE 8:**
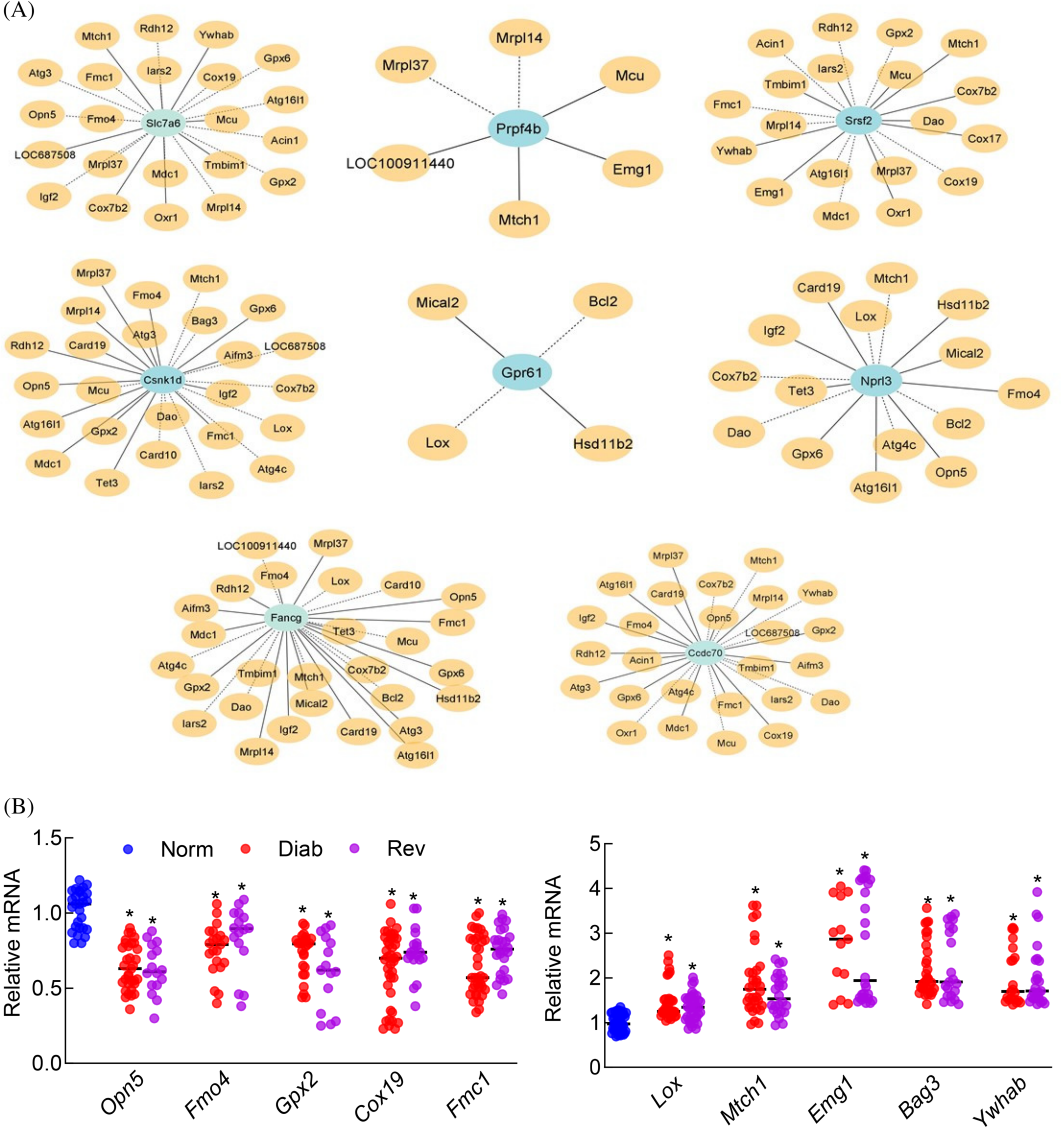
Long noncoding RNAs (LncRNA)–mRNA coexpression network of selected LncRNA with mRNAs. (A) Coexpression network of differentially expressed LncRNAs. Blue node denotes LncRNA; orange node denotes mRNA coding gene; solid line denotes directed, positive correlation; broken line, undirected, negative correlation. (B) Gene transcripts, quantified by quantitative real‐time polymerase chain reaction (qRT‐PCR) using β‐actin as a housekeeping gene for downregulated and upregulated mRNAs. Values are represented as mean ± SD from 6 to 7 rats/group. Diab, continuous poor glycemic control for 8 months; Norm, normal control; Rev, poor glycemic control for 4 months, followed by good glycemic control for 4 months. *p < 0.05 versus Norm.

## 4 DISCUSSION

Proteins are coded by about only 2% of the human genome, and noncoding RNAs are approximately four times more than the coding RNA sequences.^13^, ^15^, ^17^ Noncoding RNAs are not translated into proteins, but they can regulate gene expression at the transcriptional and posttranscriptional levels. Among the major noncoding RNAs, >30 000 LncRNAs have been discovered in humans thus far with their possible role in remodeling chromatin, genomic imprinting and regulating gene expression, but the LncRNAs field is still in its early stages.^34^ Recent technological advancements have documented aberrant expression of several LncRNAs in many diseases including cancer and diabetes.^18^, ^20^, ^21^ A number of retinal LncRNAs including *MALAT1*, *MIAT1*, *ANRIL*, and *CytB* are also aberrantly expressed in diabetes, and are associated with the regulation of metabolic abnormalities implicated in the development of diabetic retinopathy including inflammation, oxidative stress and mitochondrial damage.^20^, ^21^, ^22^, ^23^ Continued progression of diabetic retinopathy, even after maintenance of tight glycemic control, is a problem faced by many diabetic patients^35^, ^36^; using a rat model of metabolic memory,^5^, ^6^, ^8^, ^12^, ^37^ we present the first report showing that several retinal LncRNAs also continue to be aberrantly expressed after termination of hyperglycemia, suggesting their role in the metabolic memory phenomenon.

Profiling of LncRNAs in streptozotocin‐induced mice, diabetic for 2 months, have identified more than 300 aberrantly expressed retinal LncRNAs including 214 downregulated and 89 upregulated.^38^ Furthermore, the fibrovascular membranes of patients with diabetic retinopathy have shown over 420 differentially expressed LncRNAs, 263 upregulated and 164 downregulated.^39^ Here, we present 1479 retinal LncRNAs with aberrant expression between the Norm and Diab groups (710 downregulated and 769 upregulated), and among those, 511 common LncRNAs in the Diab and Rev groups (139 downregulated and 372 upregulated), suggesting the importance of these common LncRNAs in the metabolic memory phenomenon. For example, overlapping gene associated with downregulated exon‐sense intergenic LncRNA *Ankle1*, associated with DNA endonuclease activity and DNA recombination, Lnc*Fancg* with DNA damage response,^40^ and Lnc*Srsf2* with the overlapping gene associated with protein kinase C activity,^31^ remain aberrantly expressed after hyperglycemia termination. In accordance, retinal mtDNA biogenesis/damage/repair and protein kinase C activity remain compromised even after termination of hyperglycemia.^41^, ^42^, ^43^ Our data also show that upregulated LncRNAs *MALAT1*, *NEAT1*, and *HOTAIR* and downregulated Lnc*Meg3* in diabetes do not benefit from hyperglycemia termination; these LncRNAs are implicated in the regulation of various abnormalities associated with the development of diabetic retinopathy including cellular antioxidant defense system, mitochondria function, inflammation, vascular permeability, angiogenesis, and cell proliferation.^18^, ^19^, ^20^, ^21^, ^22^, ^23^ Importance of continued aberrant expression of these LncRNAs is supported by previous studies showing the failure of oxidative stress, inflammation, and mitochondrial damage to benefit from reversal of hyperglycemia.^5^, ^6^, ^8^, ^12^

Mitochondrial dysfunction plays a central role in the development of diabetic complications.^11^, ^44^ In diabetic retinopathy, retinal mitochondrial functional, structural and genomic stability is impaired, culminating in accelerated capillary cell apoptosis, a phenomenon which precedes the development of histopathology characteristic of diabetic retinopathy.^11^ Mitochondrial genome encodes three major LncRNAs, and these antisense LncRNAs are located complementary to their gene encoding regions for *ND5*, *ND6 of complex I and cytochrome B of complex III*, respectively.^32^ In diabetic retinopathy, although the expression of Lnc*ND5* and Lnc*ND6* is not altered, Lnc*CytB* is downregulated, impacting mitochondrial functional and genomic stability.^23^ Here, our results show that Lnc*CytB* remains downregulated after hyperglycemia termination, implying its role in the metabolic memory phenomenon. In‐line with continued Lnc*CytB* downregulation, mitochondrial function, structure, and genome remain compromised when hyperglycemia is reversed by normal glycemia, and histopathological lesions of diabetic retinopathy fail to reverse.^10^, ^11^

Although LncRNAs do not code for proteins, recent technological advancements have demonstrated their role in the regulation of gene expression, especially by post‐transcriptional and epigenetic mechanisms, including chromatin remodeling, mRNA splicing modulation and decay and genomic imprinting.^14^, ^15^, ^17^ They can also act as scaffolds of protein complexes, sponges for miRNAs or regulators of epigenetic factors.^45^ Our GO and pathway analysis of LncRNAs and mRNA show a very few LncRNAs involved in biological processes; this could be due to poor, or no, characterization of most of the LncRNAs identified by the microarray analysis and lack of existing database for their functional annotations. But, the systematic analysis of the functions of differentially expressed mRNAs by GO annotation and pathway analysis, based on biological processes/molecular function/ cellular component identified over 160 same downregulated mRNAs and over 200 upregulated mRNA. These mRNAs are mainly associated with biological process implicated in cell–cell signaling, cell proliferation, tube development, stress response, cell death, and cytokine production.^46^ The importance of these mRNAs in metabolic memory is consistent with previous studies showing that increase in retinal capillary apoptosis and inflammatory mediators, initiated by hyperglycemia, do not benefit from the normoglycemia which follows.^10^, ^47^ Furthermore, the coexpression network analysis demonstrates coexpression of similar selected LncRNAs with mRNAs between normal and diabetic rats, either in continuous poor glycemia (Diab group) or after reversal of their poor glycemia (Rev group). These mRNAs are involved in oxidative stress, mitochondrial dysfunction, cell division, transport, autophagy, and apoptosis.^46^, ^48^ In support, these pathways are implicated in the complex and multifactorial etiology of diabetic retinopathy, and also in the metabolic memory associated with its continued progression.^10^, ^12^, ^37^, ^42^, ^43^, ^47^

We acknowledge that our analysis is based on a small number of LncRNAs, this is because the LncRNA field is still in the early stages and most of the LncRNAs detected by the microarray are not yet characterized.^49^ The microarray analyses failed to identify some nuclear DNA and mtDNA‐encoded LncRNAs that have been implicated in diabetic retinopathy including *NEAT1*, *HOTAIR*, and *CytB*. This could be due to the limitation of the technique, as microarray technique profiles predefined transcripts through hybridization and quantifies the expression levels of each transcript by reading out intensities of hybridization signals, and does not allow for the sequencing of the whole transcriptome. Furthermore, we cannot rule out the possibility that due to the limitation of the Microarray technique in not covering all isoforms of LncRNAs, we could have missed some important LncRNAs. Validation of our microarray data by PCR has presented discrepancy in Lnc*Slc7a6* and Lnc*Prpf4b* expression among the groups, this could be due to the differences in the sensitivity of these two methods; compared to PCR, microarray technique is more sensitive because PCR technique can be influenced by amplification biases, exponential amplification of errors or change in efficiency of qPCR at later cycles. In addition, the differences in data normalization, for example, microarray analysis by global normalization and PCR by using candidate reference gene, contributing to these differences,^50^ cannot be ruled out. However, consistent results from both quantitative and semiquantitative PCR techniques further strengthen our findings.

In conclusion, metabolic memory associated with the continued progression of diabetic retinopathy remains a nagging problem for many diabetic patients striving to maintain good glycemic control. Although LncRNA field is not as advanced as miRNA field, recent technological advancements have uncovered many regulatory LncRNAs important in biological processes in both health and disease. Using animal model of metabolic memory in which diabetic retinopathy does not benefit from hyperglycemia termination, this study has identified retinal LncRNAs that continue to express aberrantly even when hyperglycemia is terminated. Our microarray profiling data for LncRNAs not only provide a better understanding of their underlying molecular mechanisms, but has also identified new LncRNAs and their gene targets that could be playing a crucial role in the continued progression of diabetic retinopathy including oxidative stress, inflammation and mitochondrial damage. Focusing on these LncRNAs will provide a strong background for their use as potential therapeutic targets to slow down the development/ progression of this sight‐threatening disease.

## AUTHOR CONTRIBUTIONS

JK planned the experiment, researched and interpreted the data, and contributed to manuscript editing; PM researched data and contributed to manuscript editing; RAK contributed to experimental plan, data interpretation, literature search, manuscript writing and editing.

## FUNDING INFORMATION

This work was supported in parts by grants from the National Institutes of Health (EY017313 and EY333516) and from The Thomas Foundation to RAK, and an unrestricted grant from Research to Prevent Blindness to the Ophthalmology Department.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** KEGG pathways analysis of differentially expressed LncRNAs. Top KEGG pathways corresponding to (A) downregulated and (B) upregulated retinal LncRNAs in Diab versus Norm and Rev versus Norm groups.
**Figure S2.** LncRNA–mRNA coexpression network. Coexpression network of 51 differentially expressed retinal LncRNAs and 50 differentially expressed mRNAs, constructed using LncRNA–mRNA pairs with Pearson's correlation coefficient >0.9 and *p* < 0. 01, in rats maintained in continuous poor glycemic control for 8 months (Diab group). Blue nodes = LncRNAs; Orange nodes = mRNA coding genes; Solid line = Directed, positive correlation and broken line = Undirected, negative correlation.

**Table S1.** Functional details of LncRNAs.

## Data Availability

RAK is the guarantor of this work and takes responsibility for the integrity of the data and the accuracy of the data analyses. Raw and processed Microarray datasets generated during the current study are submitted in the Gene Expression Omnibus, GSE251731, and are also available from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

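Retinal RNA of 12 rats was measured, 4 each in the Norm, Diab and Rev groups, with 1 rat per array. The authors labeled the RNA with Cy3, hybridized it to the Rat LncRNA Array v3.0 and extracted the images with Agilent Feature Extraction (version 11.0.1.1). The deposited files give for each spot the processed signal, which is an intensity that Feature Extraction background subtracted and spatially detrended within the array and that is not normalized between arrays. They also give the median signal and the median background of the spot, both as intensities without normalization, and flags of 0 or 1. The authors' quantile normalization in GeneSpring is not included in these values.

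The processed signal was brought to log2, spots flagged as non-uniform or as population outliers were left out (2055 spots over all arrays), and the spots of a probe were averaged. Quantile normalization was done over the 38804 probes that are not controls. A probe was tested when it was well above background on at least 3 of the 12 arrays and had at least 2 unflagged arrays in each group, which left 9632 LncRNA probes and 27662 mRNA probes. Fits used limma (version 3.58.1) in R (version 4.3.3), 1 fit over the 3 groups with 9 residual degrees of freedom, with the contrasts Diab against Norm, Rev against Norm and Diab against Rev. The study criterion was a fold change of 2 or more with an unadjusted limma p under 0.05, and Benjamini-Hochberg adjusted p values were computed within the LncRNA class and within the mRNA class. Tables were made with data.table (version 1.17.8) and pandas (version 2.3.3), exact tests with scipy (version 1.17.1) and figures with matplotlib (version 3.10.9) under Python (version 3.11.15).

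The precision is limited by 4 rats per group. The probes with A_ names that were well above background on all arrays, 44 of them, have several spots each. The median SD over the spots of such a probe was 0.04 to 0.10 log2 within an array, and the median residual SD between the arrays of a group was 0.42 log2. Depth, as signal over background, differed between arrays: the median processed signal over the LncRNA and mRNA probes was 61.3 on the dimmest array and 408 on the brightest.

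The analysis was tested on simulated data with the spread of these arrays, in which 200 probes of each class were changed in the Diab group. The errors were drawn independently for each probe. Every simulated change was larger than 0.914 log2, the median size of the real LncRNA calls by adjusted p between Norm and Diab. At an adjusted p under 0.05, 83.0% of the changed LncRNA probes and 83.5% of the changed mRNA probes were recovered, and 3.49% and 4.57% of the calls were false. At the study criterion, 93.5% and 98.0% were recovered, and 69 unchanged LncRNA probes and 144 unchanged mRNA probes were called as well. With the residuals of the arrays recombined, which keeps what probes share, unchanged groups gave up to 598 LncRNA and 9862 mRNA calls by adjusted p. With independent errors they gave at most 2 and 1, and the medians were 0 either way. The shares recovered and false thus need not hold for the real arrays or for smaller changes.

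Probes were named by a rule set before the data were examined: transcripts the paper names, where the files name a probe for them, and for each class and contrast the 3 probes with the largest change in each direction among those with an adjusted p under 0.05 whose 4 values in 1 group all lie above or below the 4 of the other. Of these, the text names the first in each direction for Diab against Norm, and gives the fold changes of the next 2 higher LncRNA probes. The files do not pair the names of LncRNA and mRNA probes with genes (30 of the 50 probes with A_ names could be matched to a gene symbol), so transcripts of Table 1, the gene lists, the network correlations, the set tests and the test of the heat map lists as sets could not be run. Where a probe was not well above background on any array of the dimmer group, its fold change is given as a lower bound, computed against the lowest signal well above background on each array. It is not a strict bound where some arrays of the brighter group were not well above background either.

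The alternatives set before the data were examined were scaling to the 75th percentile, background correction with normexp (offset 50), no detection filter, detection on all 12 arrays, the positive and significant flag, quantile normalization within a class, only the 2 groups compared, an ordinary linear model, an unpaired test with equal variances, limma with trend and robust moderation, replicate number as a block, a floor at the lowest signal well above background, a minimum of 1.5-fold, adjusted p with the fold minimum, and each of the 12 arrays left out in turn. Normexp was run on the median signal in place of the mean signal, which the files do not hold. The slope of the Rev change on the Diab change was also computed with shared Norm arrays and on probes called by adjusted p. A brightness covariate, leaving out the 3 dimmest arrays, cyclic loess normalization, the 1.5-fold minimum together with the unpaired test, that test under 3 normalizations and 6 detection filters, and the reference for equal changes (the slope with 2 Diab arrays in place of the Rev arrays) were chosen after seeing the data. The calls of every split of the arrays of 2 groups into 4 and 4 were counted (35 splits), as were the common calls of 100 partitions of the 12 arrays, and 100 simulations of unchanged groups that share controls were made from the residuals of the arrays. PCR, GO, pathway and network results were not analysed here.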

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

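All tests in this part were chosen after the results they concern had been seen. An array was singled out when the gap between it and the nearest other array of its group of 4 was a large part of the range of the group, by Dixon's 95% critical value, which chance passes in about 1 of 20 groups. Of 21 groups of array measures 3 passed it, and of 33 groups of named probes 5 did.

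Rev replicate 3 stood apart from the other Rev arrays on the second principal component, with a score of -90.3 where the others had 6.33 to 10.1. Its residual SD over the probes was 0.633 log2. It was the dimmest Rev array, but array brightness as the whole cause is argued against by the dimmer Norm replicates 3 and 4, whose scores lie on the other side of 0, the lower at 29.1. A defect over part of the surface would make neighbouring spots move together, and the correlation of the residuals of neighbouring spots on this array was 0.000549. On the other arrays it was also low, at most 0.0146. The signal had already been spatially detrended within the array, so this value cannot exclude such a defect, which stays open. A swap with an array of the Norm or Diab group would leave an array of that group out of place, and the lowest mean correlation of such an array with its own group was 0.979, against 0.949 for Rev replicate 3. A difference in the quality of the RNA, a single wrong label and a difference between this rat and the others in its response to the reversal of hyperglycemia stay open and were not tested.

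Norm replicate 3 had a residual SD of 0.370 log2, with 0.316 to 0.321 on the other Norm arrays, and a mean correlation with its own group of 0.979, with 0.982 on the others. It was the dimmest of all arrays. Norm replicate 4 was nearly as dim, and its residual SD was 0.316, which is that of the brighter Norm arrays. With 2 dim Norm arrays, brightness and a property of this rat cannot be told apart.

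Of the named probes, uc.298+ was low on Norm replicate 2 (5.32 log2, others from 5.71), as was uc.243+ (5.67, others from 6.26). On Rev replicate 3, uc.224- was high (7.13, others up to 6.14) and so was ASRN6AP1B101014078V3 (10.2, others up to 8.20). On Rev replicate 1, ASRN6AP1B100086048V3 was low (1.64, others from 2.26). The exact binomial p for 5 or more such groups of 33 at the chance rate was 0.0230 (one-sided), but the probes share their arrays, so this test assumes an independence that they do not have and chance stays open. Of the 5, 2 lie on Rev replicate 3. No biological explanation was tested for them.

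The paper does not report on probes outside the LncRNA and mRNA classes. Between the Norm and Diab groups, 7 of 23 CUST probes and 18 of 101 ASSPINKEIN probes had a limma adjusted p under 0.05, and 3 and 9 were past the study criterion. Of 49 probes with A_ names, 1 had an adjusted p under 0.05. The files do not say what the CUST and ASSPINKEIN probes measure. With array brightness as a covariate, 25 of the CUST and ASSPINKEIN probes were called, and of the 35 splits of the Diab and Norm arrays only the real one gave as many, which argues against a linear effect of brightness as the whole cause. Brightness as a part of the cause stays open. Between Norm replicates 3 and 4 and Norm replicates 1 and 2, 4 ASSPINKEIN probes and 1 CUST probe were past the study criterion. The largest ASSPINKEIN change there was 1.75 log2, against 1.62 between the Norm and Diab groups. The slide and scan stay open, since 0 slides hold arrays of more than 1 group, so that slide and group cannot be told apart for these probes. If some of these are added control RNAs, a difference between the slides could also reach the LncRNA and mRNA probes, and the value of 25 does not exclude that.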

How the results depend on the processing

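The brightness covariate, the 3 dimmest arrays left out, cyclic loess normalization and the minimum of 1.5-fold with the unpaired test were chosen after seeing the results, as was the reference for equal changes; the other alternatives were set before the data were examined.

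Of the counts and slopes that answer a comparison, 131 values under the alternatives set beforehand stayed near the reported value (counts within 1.5 times, slopes within 1 SD) and 71 did not, with leaving out single arrays not included. Of the log2 fold changes of named probes under these alternatives, 226 kept their direction and their side of the adjusted p threshold, 16 were no longer past it, 8 came past it and 4 reversed. The slide could not be used as a block, because each slide holds 1 group, and the mean of the probes of a gene was not run, because the files do not pair LncRNA and mRNA probes with genes. The counts and slopes below are those that moved by more than these limits. Detection on all 12 arrays tests fewer probes, adjusted p with the fold minimum calls fewer and the minimum of 1.5-fold calls more, by their construction; for the others the cause was not tested.

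Of the named probes, against the Norm group and under the alternatives set beforehand, these were no longer past the adjusted p threshold: ASRN6LNC1A100002673V3 in the Rev group under scaling to the 75th percentile, normexp, only the 2 groups compared, the unpaired test and the floor; uc.433- in the Diab group under normexp and the floor; uc.433- in the Rev group under normexp, the unpaired test and the floor; uc.247+ in the Diab group under normexp, the ordinary linear model and the unpaired test; ASRN6AP1B100086048V3 in the Diab group under normexp; uc.224+ in the Diab group under the ordinary linear model and the unpaired test. These came past it: uc.224+ in the Rev group under scaling to the 75th percentile; uc.247+ in the Rev group under scaling to the 75th percentile, quantile normalization within a class and the replicate block; uc.243- in the Diab group under scaling to the 75th percentile; uc.243- in the Rev group under scaling to the 75th percentile; uc.243+ in the Diab group under scaling to the 75th percentile and only the 2 groups compared. Under the alternatives chosen after seeing the results, these were no longer past it: uc.224+ in the Diab group under the brightness covariate and the 3 dimmest arrays left out; uc.298- in the Diab group under the brightness covariate and the 3 dimmest arrays left out; ASRN6AP1B101014078V3 in the Diab group under the brightness covariate; ASRN6LNC1A100002673V3 in the Rev group under the 3 dimmest arrays left out and cyclic loess normalization; uc.247+ in the Diab group under the 3 dimmest arrays left out. By contrast, these came past it under them: uc.247+ in the Rev group under the brightness covariate and cyclic loess normalization; uc.243- in the Diab group under cyclic loess normalization.

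With scaling to the 75th percentile, LncRNA probes past the study criterion numbered 1278 for Diab against Norm, 790 for Rev against Norm, 11 for Diab against Rev and 722 in both groups against Norm, and LncRNA probes by adjusted p numbered 2552 for Diab against Norm and 1543 for Rev against Norm. Under the same setting, mRNA probes past the study criterion numbered 2133 for Diab against Norm, 867 for Rev against Norm and 793 in both groups against Norm, and mRNA probes by adjusted p numbered 4396 for Diab against Norm and 1322 for Rev against Norm. It reversed the direction of uc.298+, to a log2 fold change of 0.16 in the Diab group and 0.089 in the Rev group, and of uc.224-, to 0.049 and 0.10; none of these was called under the reported setting. With background correction with normexp, LncRNA probes past the study criterion numbered 127 for Diab against Norm, 25 for Rev against Norm, 2 for Diab against Rev and 22 in both groups against Norm, and LncRNA probes by adjusted p numbered 93 for Rev against Norm. In that setting, mRNA probes past the study criterion numbered 490 for Diab against Norm, 104 for Rev against Norm, 79 for Diab against Rev and 90 in both groups against Norm, and mRNA probes by adjusted p numbered 31 for Rev against Norm. Without a detection filter, LncRNA probes past the study criterion numbered 12 for Diab against Rev and mRNA probes by adjusted p numbered 172 for Rev against Norm. With detection on all 12 arrays, LncRNA probes past the study criterion numbered 317 for Diab against Norm, 89 for Rev against Norm and 82 in both groups against Norm, and LncRNA probes by adjusted p numbered 606 for Diab against Norm and 58 for Rev against Norm. There, mRNA probes past the study criterion numbered 202 for Rev against Norm and 176 in both groups against Norm, and mRNA probes by adjusted p numbered 51 for Rev against Norm. With the positive and significant flag, LncRNA probes past the study criterion numbered 12 for Diab against Rev and mRNA probes by adjusted p numbered 153 for Rev against Norm. With only the 2 groups compared in the fit, LncRNA probes by adjusted p numbered 1617 for Diab against Norm and 58 for Rev against Norm, and mRNA probes by adjusted p numbered 3551 for Diab against Norm and 0 for Rev against Norm.

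With the ordinary linear model, LncRNA probes past the study criterion numbered 1 for Diab against Rev and mRNA probes past the study criterion numbered 82 for Diab against Rev. With the unpaired test with equal variances, LncRNA probes past the study criterion numbered 0 for Diab against Rev and LncRNA probes by adjusted p numbered 20 for Rev against Norm. The setting also gave these counts: mRNA probes past the study criterion numbered 19 for Diab against Rev and mRNA probes by adjusted p numbered 0 for Rev against Norm. Where a setting gave 0 mRNA probes by adjusted p for Rev against Norm, limma with the 2 groups alone and the unpaired test, these gave 340 and 234 at the study criterion, the ordinary linear model gave 85 by adjusted p and the reported limma fit 101, with 3631 at an unadjusted p under 0.05. With the floor at the lowest signal well above background, LncRNA probes past the study criterion numbered 423 for Diab against Norm, 132 for Rev against Norm and 120 in both groups against Norm, and LncRNA probes by adjusted p numbered 140 for Rev against Norm. By the same choice, mRNA probes by adjusted p numbered 64 for Rev against Norm. With a minimum of 1.5-fold, LncRNA probes past the study criterion numbered 1953 for Diab against Norm, 984 for Rev against Norm, 59 for Diab against Rev and 875 in both groups against Norm, and mRNA probes past the study criterion numbered 4443 for Diab against Norm, 1638 for Rev against Norm, 319 for Diab against Rev and 1430 in both groups against Norm. With adjusted p and the fold minimum together, LncRNA probes past the study criterion numbered 417 for Diab against Norm, 126 for Rev against Norm, 0 for Diab against Rev and 121 in both groups against Norm, and mRNA probes past the study criterion numbered 567 for Diab against Norm, 68 for Rev against Norm, 0 for Diab against Rev and 63 in both groups against Norm.

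With replicate number as a block (replicate block), LncRNA probes past the study criterion numbered 13 for Diab against Rev, and LncRNA probes by adjusted p numbered 1685 for Diab against Norm and 341 for Rev against Norm. Under the same setting, mRNA probes by adjusted p numbered 2802 for Diab against Norm. The replicate numbers do not pair rats: of the 12 pairs of arrays with the same number in different groups, 7 had a correlation of their deviations above 0.1, with a range from -0.276 to 0.637. Since the number is also the position on the slide, the block may take off an effect of position, as the 1685 LncRNA probes by adjusted p leave open; this was not tested further.

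With the brightness covariate, LncRNA probes past the study criterion numbered 606 for Rev against Norm and 520 in both groups against Norm, and LncRNA probes by adjusted p numbered 447 for Diab against Norm and 394 for Rev against Norm. In that setting, mRNA probes past the study criterion numbered 1195 for Rev against Norm and 945 in both groups against Norm, and mRNA probes by adjusted p numbered 327 for Diab against Norm and 252 for Rev against Norm. With the 3 dimmest arrays left out, LncRNA probes past the study criterion numbered 418 for Diab against Norm and 11 for Diab against Rev, and LncRNA probes by adjusted p numbered 381 for Rev against Norm. There, mRNA probes past the study criterion numbered 718 for Diab against Norm and 93 for Diab against Rev, and mRNA probes by adjusted p numbered 40 for Rev against Norm. With cyclic loess normalization, LncRNA probes by adjusted p numbered 431 for Rev against Norm and mRNA probes by adjusted p numbered 202 for Rev against Norm. With a minimum of 1.5-fold and the unpaired test together, LncRNA probes past the study criterion numbered 1648 for Diab against Norm, 674 for Rev against Norm, 28 for Diab against Rev and 601 in both groups against Norm, and mRNA probes past the study criterion numbered 3765 for Diab against Norm, 1142 for Rev against Norm, 63 for Diab against Rev and 1001 in both groups against Norm. The brightness covariate also reversed uc.298+, to 0.076 in the Diab group and 0.0062 in the Rev group, and uc.224-, to 0.36 and 0.35.

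Leaving out each array in turn gave 449 to 2370 LncRNA probes by adjusted p for Diab against Norm, 68 to 1235 LncRNA probes by adjusted p for Rev against Norm, 7 to 47 LncRNA probes past the study criterion for Diab against Rev and 285 to 5679 mRNA probes by adjusted p for Diab against Norm. It also gave 285 to 521 mRNA probes past the study criterion for Rev against Norm, 6 to 2440 mRNA probes by adjusted p for Rev against Norm, 68 to 284 mRNA probes past the study criterion for Diab against Rev, 0 to 1 mRNA probes by adjusted p for Diab against Rev and 248 to 456 mRNA probes past the study criterion in both groups against Norm. The upper ends by adjusted p against Norm came without Rev replicate 3, the array with the largest residual spread: 2370 and 1235 LncRNA probes and 5679 and 2440 mRNA probes for the Diab and the Rev group. Without Diab replicate 4, the Diab group had 449 LncRNA probes and 285 mRNA probes by adjusted p. The counts past the study criterion in the Diab group stayed at 512 to 838 LncRNA probes and 893 to 1518 mRNA probes.

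The slope of the Rev change on the Diab change rose from 0.517 to 0.736 for LncRNAs and from 0.401 to 0.557 for mRNAs when both comparisons shared the 4 Norm arrays, and the mRNA slope was 0.584 over probes called by adjusted p. Shared controls raise the slope by construction: in simulations of unchanged groups with independent errors its median was 0.490 for LncRNAs and 0.502 for mRNAs. In the simulations made from the residuals of the arrays, 18 of 100 gave a slope as large as 0.736 for LncRNAs and 39 of 100 one as large as 0.557 for mRNAs, with 95th percentiles of 1.07 and 1.18, and with independent errors 0 and 6 of 100 did, so whether unchanged groups give such slopes depends on how the simulation is made. Both slopes with separate Norm arrays are also lowered by choosing probes on the Diab change: the reference for equal changes, chosen after seeing the results, gave 0.591 for LncRNAs and 0.579 for mRNAs, not 1.

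Signal over background limits what the Norm arrays can show, since Norm replicates 3 and 4 had 74.4% and 75.5% of the LncRNA probes well above background. A higher LncRNA probe that no Norm array shows above background has no measured fold change, which holds for 140 of the 472 higher in the Diab group.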

Differences from the paper's values

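The settings named in the last 2 paragraphs were chosen after seeing the values; the alternatives set beforehand were written before the data were examined. Values are given for the study criterion, and a pair is listed where one value is more than 1.5 times the other. The paper's total of common LncRNAs is also more than 1.5 times the 266 found here. It is listed below only by its lower and higher parts, and the alternatives were not compared with the total.

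For LncRNAs differentially expressed in the Diab group against the Norm group, the paper gives 1479, and 647 were found here. Among the 26 alternatives set beforehand, 2 came within 1.5 times of the paper: scaling to the 75th percentile and the minimum of 1.5-fold. The count of LncRNAs lower in the Diab group against the Norm group is 710 in the paper and 175 here. It came within 1.5 times under 1 of the 26 alternatives set beforehand, namely the minimum of 1.5-fold, and not under the others. Here 472 LncRNAs higher in the Diab group against the Norm group were found, where the paper gives 769. Within 1.5 times of the paper lay the results of 3 of the 26 alternatives set beforehand (leaving out Norm replicate 1, leaving out Norm replicate 2 and the minimum of 1.5-fold). The paper reports 585 LncRNAs differentially expressed in the Rev group against the Norm group, against 293 found here. The alternatives set beforehand within 1.5 times were scaling to the 75th percentile, no detection filter, the positive and significant flag, and leaving out Norm replicate 1, 4 of 26. For LncRNAs lower in the Rev group against the Norm group, the paper gives 158, and 62 were found here. Among the 26 alternatives set beforehand, 2 came within 1.5 times of the paper: no detection filter, and the positive and significant flag. The count of LncRNAs higher in the Rev group against the Norm group is 427 in the paper and 231 here. It came within 1.5 times under 2 of the 26 alternatives set beforehand, namely leaving out Norm replicate 1 and leaving out Norm replicate 2, and not under the others. Here 54 LncRNAs lower in both the Diab and Rev groups were found, where the paper gives 139. Within 1.5 times of the paper lay the results of 2 of the 26 alternatives set beforehand (no detection filter, and the positive and significant flag). The paper reports 372 LncRNAs higher in both the Diab and Rev groups, against 212 found here. The alternatives set beforehand within 1.5 times were leaving out Norm replicate 1 and leaving out Norm replicate 2, 2 of 26. Between the Diab and Rev groups the paper gives 10 downregulated and 6 upregulated LncRNAs without saying in which of the 2 groups, so both readings follow. For LncRNAs lower in the Diab group against the Rev group, if that is the reading, the paper gives 10, and 2 were found here. Among the 26 alternatives set beforehand, 6 came within 1.5 times of the paper: no detection filter, the positive and significant flag, leaving out Diab replicate 1, leaving out Diab replicate 2, leaving out Rev replicate 2, and leaving out Rev replicate 3. The count of LncRNAs lower in the Rev group against the Diab group, if that is the reading, is 10 in the paper and 4 here. It came within 1.5 times under 4 of the 26 alternatives set beforehand, namely scaling to the 75th percentile, replicate block, leaving out Diab replicate 4 and leaving out Rev replicate 1, and not under the others. Here 2 LncRNAs higher in the Rev group against the Diab group, if that is the reading, were found, where the paper gives 6. Within 1.5 times of the paper lay the results of 10 of the 26 alternatives set beforehand (no detection filter, the positive and significant flag, only the 2 groups compared, replicate block, leaving out Norm replicate 2, leaving out Diab replicate 2, leaving out Rev replicate 1, leaving out Rev replicate 2, leaving out Rev replicate 3, and leaving out Rev replicate 4).

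The paper reports 3566 mRNAs differentially expressed in the Diab group against the Norm group, against 1172 found here. The alternatives set beforehand within 1.5 times were the minimum of 1.5-fold, 1 of 26. For mRNAs lower in the Diab group against the Norm group, the paper gives 1806, and 230 were found here. Among the 26 alternatives set beforehand, 1 came within 1.5 times of the paper: the minimum of 1.5-fold. The count of mRNAs higher in the Diab group against the Norm group is 1760 in the paper and 942 here. It came within 1.5 times under 2 of the 26 alternatives set beforehand, namely scaling to the 75th percentile and the minimum of 1.5-fold, and not under the others. Here 341 mRNAs differentially expressed in the Rev group against the Norm group were found, where the paper gives 1088. Within 1.5 times of the paper lay the results of 1 of the 26 alternatives set beforehand (scaling to the 75th percentile). The paper reports 349 mRNAs lower in the Rev group against the Norm group, against 50 found here. None of the 26 alternatives set beforehand came within 1.5 times (0 of 26). For mRNAs higher in the Rev group against the Norm group, the paper gives 739, and 291 were found here. Among the 26 alternatives set beforehand, 2 came within 1.5 times of the paper: scaling to the 75th percentile and the minimum of 1.5-fold. The count of mRNAs differentially expressed in both the Diab and Rev groups is 1060 in the paper and 295 here. It came within 1.5 times under 2 of the 26 alternatives set beforehand, namely scaling to the 75th percentile and the minimum of 1.5-fold, and not under the others. Here 31 mRNAs lower in both the Diab and Rev groups were found, where the paper gives 303. None of the 26 alternatives set beforehand came within 1.5 times (0 of 26). The paper reports 657 mRNAs higher in both the Diab and Rev groups, against 264 found here. The alternatives set beforehand within 1.5 times were scaling to the 75th percentile and the minimum of 1.5-fold, 2 of 26.

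The paper has more lower than higher mRNAs in the Diab group. Here 230 were lower and 942 higher at the study criterion, while by unadjusted p alone 3919 were lower and 3381 higher. The paper's counts of lower and higher common mRNAs do not add up to its count of common mRNAs. The legend of Fig. 2 gives the fold minimum of the text, but the vertical lines of the figure, read by eye, stand nearer to a minimum of 1.5-fold.

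A minimum of 1.5-fold together with the unpaired test, chosen after seeing the values, brought all 12 counts of lower and higher probes whose group the paper states within 1.5 times of the paper's, against 0 of 12 under the reported setting, 6 of 12 under the minimum of 1.5-fold alone and 0 of 12 under the unpaired test alone. Its counts of lower and higher probes were 827 and 821 LncRNAs in the Diab group, 221 and 453 LncRNAs in the Rev group, 199 and 402 LncRNAs common to both, and 9 and 19 LncRNAs in the Diab against the Rev group. For mRNAs they were 1964 and 1801 in the Diab group, 422 and 720 in the Rev group, and 357 and 644 common to both. Of the 2 LncRNA counts between the Diab and Rev groups, 1 was outside by either reading, the 19. The brightness covariate, also chosen after seeing the values, came within 1.5 times for LncRNAs in the Rev group in total (606) and higher (359), for common LncRNAs lower (189) and higher (331), for mRNAs in the Rev group in total (1195) and higher (540), and for common mRNAs in total (945) and higher (481). Cyclic loess normalization did so for LncRNAs higher in the Diab group (580), and leaving out the 3 dimmest arrays for the 9 LncRNAs lower in the Diab against the Rev group, by either reading. By the reading in the Rev group, the brightness covariate (5) and cyclic loess normalization (4) also came within 1.5 times for higher LncRNAs.

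The same fold minimum and unpaired test were then run under 3 normalizations and 6 detection filters, 18 settings chosen after seeing the values. With quantile normalization, all 12 of these counts were within 1.5 times when a probe had to be well above background on 3 or on 6 of 12 arrays, 10 on 1 array, 9 on all 12 arrays, 10 with the positive and significant flag on 3 arrays, and 8 with no filter. With scaling to the 75th percentile 3 to 5 of 12 were, and with normexp 0 of 12. By measure, the paper's values were reached within 1.5 times for mRNAs lower in the Diab group under 6 of the 6 filters with quantile normalization and 6 with scaling; for LncRNAs in total in the Diab group, LncRNAs lower in the Diab group, mRNAs in total in the Diab group and mRNAs in total in both groups under 6 of the 6 filters with quantile normalization and 1 with scaling; for mRNAs higher in the Diab group, mRNAs in total in the Rev group, mRNAs higher in the Rev group and mRNAs higher in both groups under 6 of the 6 filters with quantile normalization; for mRNAs lower in the Rev group and mRNAs lower in both groups under 5 of the 6 filters with quantile normalization and 6 with scaling; for LncRNAs in total in the Rev group under 5 of the 6 filters with quantile normalization and 1 with scaling; for LncRNAs higher in the Diab group, LncRNAs higher in the Rev group and LncRNAs higher in both groups under 5 of the 6 filters with quantile normalization; for LncRNAs higher in the Rev against the Diab group (by that reading) under 3 of the 6 filters with quantile normalization and 5 with scaling; for LncRNAs lower in the Diab against the Rev group (by that reading) under 3 of the 6 filters with quantile normalization and 2 with scaling; for LncRNAs lower in the Rev group under 3 of the 6 filters with quantile normalization and 1 with scaling; for LncRNAs lower in both groups under 3 of the 6 filters with quantile normalization; for LncRNAs lower in the Rev against the Diab group (by that reading) under 2 of the 6 filters with quantile normalization and 1 with scaling.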

Other observations

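All tests in this part were chosen after the results they concern had been seen.

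Whether chance alone could give the counts was tested by counting the calls of all 35 splits of the 8 arrays of a comparison into 4 and 4, the real one included. For Diab against Norm, 1 split, the real one, reached the count, for LncRNAs and for mRNAs, at the study criterion and by adjusted p. This is the smallest share that 35 splits can give, and by this count, with a share under 0.05, chance can be excluded. The real split is also the split by array brightness, since all Diab arrays were brighter than all Norm arrays. For Rev against Norm, 5 splits gave as many LncRNA probes at the study criterion and 2 by adjusted p, and for mRNAs 6 and 2, so that with the real split counted in, chance cannot be excluded. The prediction written for this test first counted the other splits alone, by which 1 of 34 by adjusted p would have excluded chance, and it was reworded after the results were seen to the way the counts had been made. The other split by adjusted p set Norm replicate 1 with Rev replicates 1, 2 and 4 against the rest and gave 1170 LncRNA probes and 3159 mRNA probes. The split of these arrays by brightness gave 310 LncRNA probes and 637 mRNA probes at the study criterion, as many as the real split or more, but by adjusted p it gave 0 and 1, against 227 and 101 for the real split. For Diab against Rev, 32 splits gave as many LncRNA probes at the study criterion and 12 as many mRNA probes, so that chance cannot be excluded there either. The real counts by limma adjusted p are 0, which all 35 splits reach by definition, so that no conclusion rests on that count, with 142 LncRNA probes and 494 mRNA probes at an unadjusted p under 0.05, and the ordinary linear model and the unpaired test also gave 0 by adjusted p. The split by brightness gave 133 LncRNA probes and 337 mRNA probes at the study criterion, and 48 mRNA probes by adjusted p. A value within a slide could not be had, since each slide holds 1 group. Of 100 partitions of all 12 arrays, 1, the real one, reached the number of common LncRNA probes, and 1 that of common mRNA probes. Because these partitions shuffle the arrays of all groups, they argue only against groups that are all interchangeable. Whether the Rev group shares the Diab change is not tested by them, and for Rev against Norm alone the splits did not exclude chance.

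The Norm arrays shared by both comparisons were weighed as the whole cause of the common calls. In simulations of unchanged groups that share controls, the 95th percentile of the common calls was 36.2 for LncRNAs and 135 for mRNAs, below the 266 and 295 found, with 0 and 1 of 100 simulations as large. This argues against array noise in the shared controls as the whole cause of the counts. The simulations hold no difference between slides. A difference of the Norm slide would enter both comparisons, and it stays open. The correlation of both changes across probes is weaker evidence, since 4 of 100 simulations for LncRNAs and 13 of 100 for mRNAs gave one as large. By adjusted p for Diab against Norm, 0 of 100 simulations gave as many LncRNA probes and 4 of 100 as many mRNA probes, and at the study criterion 1 and 3 of 100 did. For Rev against Norm at the study criterion, 1 of 100 gave as many LncRNA probes and 9 of 100 as many mRNA probes, so that for LncRNAs this test goes against chance where the splits do not exclude it.

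Array brightness was weighed as the whole cause of the calls between Norm and Diab. With brightness as a covariate, 447 LncRNA probes and 327 mRNA probes had a limma adjusted p under 0.05, and of the 35 splits of these arrays under the same covariate only the real one gave as many. This argues against a linear effect of brightness as the whole cause. Only 176 of the LncRNA probes and 126 of the mRNA probes were called both with and without the covariate, so that the covariate changes which probes are called. An effect of brightness that is not linear stays open. The slide and scan stay open as well: 0 slides hold arrays of more than 1 group, and for these calls the group, the slide and the scan cannot be told apart. The 8 months of poor glycemic control stay open as the biological explanation.

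Within the Norm group, the 2 dimmer arrays differed from the 2 brighter ones by 635 LncRNA probes at the study criterion and 147 by adjusted p, while the other halvings of the Norm arrays gave 112 and 120 at the study criterion. For mRNAs, 1065 probes differed, with 112 and 116 for the others. A candidate explanation is a distortion that dim arrays share and that normalization leaves in place. The dim Rev replicate 3 deviated from its group along the difference of dim and bright Norm arrays, with a correlation across probes of 0.459 for LncRNAs and 0.473 for mRNAs. On all 8 Diab and Rev arrays the sign of this correlation was opposite to that of the brightness relative to the group, in both classes. Probes are not independent replicates, and the pattern was found and tested on the same arrays, so this is a hypothesis. The brightness of the arrays may in turn follow the amount or quality of the RNA, which was not tested.

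In the mRNA class, 32 probes varied between the Diab rats with an SD of 2 log2 or more, a limit chosen after seeing the values, so that the spread within the Diab group is selected for and the tests were made on the other groups. On the Rev arrays the mean pairwise correlation of the set was 0.406, above all of 1000 random sets with the same spread, the highest of which had 0.398, and on the Norm arrays it was 0.169, with 13 of 1000 as large. This argues against independent scatter of single probes and is consistent with a source of variation shared by the probes. Array brightness is argued against by the Norm arrays, over which the mean of the set had a range of 0.55 log2 although their brightness differed most, with 1.60 over the Rev arrays. The mean of the set went with brightness on the 4 Diab arrays, where the set was chosen (correlation 0.907), and against it on the Rev arrays (-0.737) and the Norm arrays (-0.464), so that 1 trend with brightness over all groups is argued against while an effect within the Diab slide stays open. Of the set, 27 probes were higher in the Diab than in the Norm group at the study criterion and 20 were higher in the Diab than in the Rev group, in a fit over the mRNA probes with values on all 12 arrays. Tissue carried over in dissection and a difference between rats in the response to diabetes could both be such a source, and neither was tested, since the files do not pair these probes with genes.

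Correlation over few arrays was measured on all pairs of 500 LncRNA probes and 500 mRNA probes drawn at random. Over the 8 Norm and Diab arrays, 14.4% of the pairs of probes called at the study criterion had an absolute correlation above 0.9, against 0.968% of pairs of probes with an unadjusted p over 0.5. Both sets were chosen by the difference between the Norm and Diab groups, which by itself sets much of this contrast. Over all 12 arrays with the group means taken off, the shares were 1.96% and 2.71%. Above 0.995 they were 0.0384% and 0% over the 8 arrays.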
